# Transcriptional profiling of the murine cutaneous response during initial and subsequent infestations with *Ixodes scapularis *nymphs

**DOI:** 10.1186/1756-3305-5-26

**Published:** 2012-02-06

**Authors:** Dar M Heinze, Stephen K Wikel, Saravanan Thangamani, Francisco J Alarcon-Chaidez

**Keywords:** Tick(s), *Ixodes scapularis*, Skin, Cutaneous response, Tick-host interface, Gene expression profiling

## Abstract

**Background:**

*Ixodes scapularis *ticks are hematophagous arthropods capable of transmitting many infectious agents to humans. The process of blood feeding is an extended and continuous interplay between tick and host responses. While this process has been studied extensively *in vitro*, no global understanding of the host response to ticks has emerged.

**Methods:**

To address this issue, we used PCR-arrays to measure skin-specific expression of 233 discrete genes at 8 time points during primary and secondary infestations of mice with pathogen-free *I. scapularis *nymphs. Selected results were then validated at the mRNA and protein levels by additional real-time PCR and bioplex assay.

**Results:**

Primary infestation was characterized by the late induction of an innate immune response. Lectin pattern recognition receptors, cytokines, and chemokines were upregulated consistent with increased neutrophil and macrophage migration. Gene ontology and pathway analyses of downregulated genes suggested inhibition of gene transcription and Th17 immunity. During the secondary infestation, additional genes were modulated suggesting a broader involvement of immune cells including CD8 and CD4 positive T lymphocytes. The cytokine response showed a mixed Th1/Th2 profile with a potential for T regulatory cell activity. Key gene ontology clusters observed during the secondary infestation were cell migration and activation. Matrix metalloproteinases were upregulated, apoptosis-related genes were differentially modulated, and immunoreceptor signaling molecules were upregulated. In contrast, transcripts related to mitogenic, WNT, Hedgehog, and stress pathways were downregulated.

**Conclusions:**

Our results support a model of tick feeding where lectin pattern recognition receptors orchestrate an innate inflammatory response during primary infestation that primes a mixed Th1/Th2 response upon secondary exposure. Tick feeding inhibits gene transcription and Th17 immunity. Salivary molecules may also inhibit upregulation of mitogenic, WNT, Hedgehog, and stress pathways and enhance the activity of T regulatory cells, production of IL-10, and suppressors of cytokine signaling molecules (SOCS). This study provides the first comprehensive transcriptional analysis of the murine host response at the *I. scapularis *bite site and suggests both a potential model of the host cutaneous response and candidate genes for further description and investigation.

## Background

The process of tick feeding activates a highly complex sequence of events at the bite site that facilitate the acquisition of a blood meal and create a suitable microenvironment for pathogen transmission and establishment [1]. These events are governed by an array of salivary molecules secreted by the tick and the responses of the host to those molecules. It is a dynamic relationship with outcomes ranging from successful tick engorgement and potential pathogen transmission to tick rejection and greatly reduced pathogen acquisition. A critical factor that controls this variability is the host response to tick feeding. Laboratory animals with prior exposure to ticks may be significantly protected from pathogen acquisition from infected ticks [2]; after a single feeding with *Dermacentor variabilis*, rabbits develop an anti-tick immunity that greatly reduces successful blood feeding during future infestations [3]. These observations suggest the host response to infestation may yield vital insights for tick and tick-borne disease control.

During the course of blood feeding, ticks have been shown to inhibit host pain/itch responses, hemostasis, angiogenesis, complement activation, and both innate and adaptive immune responses. *In vitro *experiments suggest tick saliva inhibits the production of cytokines (IL-1, IL-2, IL-6, IL-12, TNF-α, and IFN-γ) and adhesion molecules (ICAM-1, VCAM-1, P-selectin, LFA-1, and VLA-4) with the notable exception of IL-4 and IL-10 [1]. The production of IL-4 in response to tick feeding has been supported *in vivo *[4]. Tick salivary molecules also inhibit the function of immune cells present at the bite site. Salp15, an *I. scapularis *salivary protein, inhibits CD4-mediated activation of helper T-cells [5] and modulates dendritic cell activation through the lectin receptor DC-SIGN [6]. Similarly, salivary gland disintegrin-like proteins ISL 929 and ISL 1373 inhibit neutrophil function [7] while salivary gland extracts have been shown to inhibit dendritic cell maturation, migration, and cutaneous turnover [8]. Despite the ability of tick saliva to suppress host responses, some animals develop successful immunity dependent in part on T-cells, antibodies, complement, mast cells, and basophils [9]. Piper and colleagues have compared the gene expression profile in skin [10,11] and white blood cells [12] of tick resistant *Bos indicus *and tick susceptible *Bos taurus *cattle after multiple artificial and natural infestations with *Rhipicephalus microplus*. These studies suggest T-cell mediated immunity, integrity of the dermis, and calcium signaling are important aspects of tick resistance, while innate immune responses may contribute to susceptibility. Thus our present understanding indicates host immunity to ticks is characterized by a complex interplay between host-effector responses and tick evasion strategies.

The tick-host interface is the skin, an organ increasingly recognized to have a significant role in immunity, acting as a sentinel organ that also shapes the ensuing immune response [13]. Anatomically, the skin is divided into two compartments, the epidermis and dermis. The barrier function of the epidermis is maintained by keratinocytes, while keratinocytes, lymphocytes, and langerhans cells play a role responding to epidermal invasion [13]. The dermal compartment is much more heterogeneous, with lymphocytes, macrophages, mast cells, natural killer cells, fibroblasts, and multiple types of dendritic cells [13]. In addition, lymphatic and vascular channels allow the migration of many additional cell types into the dermis. Thus the skin presents a complex array of resident and circulating cells that participate in homeostasis, immunosurveillance, and immune responses. In the case of tick feeding, the cutaneous response represents both the initiation and effector functions of the host. In an effort to understand the spectrum and temporal patterns of the *in vivo *host response to ticks, we used a PCR-array based approach to characterize the patterns of cutaneous bite-site gene expression during the course of primary and secondary infestations of mice with *I. scapularis *nymphs.

## Methods

### Ticks

Pathogen-free *I. scapularis *colonies were maintained in our laboratory as described [14]. All life cycle stages were kept in sterile glass vials with mesh tops in desiccators at 22°C containing saturated salt solutions to obtain 97% relative humidity with a 16:8 hour photoperiod. For routine colony maintenance adult ticks were fed on New Zealand white rabbits and nymphs and larvae were fed on mice.

### Time course infestations

To perform time course infestations, six-week-old female BALB/c mice were placed in individual restrainers and infested with 10-15 pathogen-free *I. scapularis *nymphs. Ticks were allowed to attach for at least one hour and unattached ticks were discarded. Mice were then removed from restraints and housed individually. Secondary infestations involved two rounds of infestation. Mice were infested with 10-15 *I. scapularis *nymphs that were allowed to complete their feeding cycle (4-5 days). Fourteen days after the last primary infestation tick dropped off the animals, mice were re-infested with 10-15 *I. scapularis *nymphs. For tissue harvesting, infested mice were euthanized by CO_2 _inhalation followed by cervical dislocation and 4 mm punch biopsies were taken from the feeding lesion at 12, 48, 72, and 96 hr post-infestation. Three mice were measured at each time point; controls consisted of 3 similarly housed but tick-free mice. Biopsies were stored in RNAlater (Ambion) at -20°C for RNA and snap frozen in liquid nitrogen and stored at -80°C for cytokine analysis. The Institutional Animal Care and Use Committee of the University of Texas Medical Branch approved all animal experiments (protocol #0907054).

### RNA Isolation

Mouse tissues stored in RNAlater (Ambion) were used for RNA extraction by a combination of Trizol reagent (Invitrogen) and RNeasy (Qiagen) protocols that included an in-column DNase digestion step. Quality and integrity of RNA was verified by the ratio of readings at A_260_/A_280 _and A_260_/A_230 _(all samples read ≥ 1.8 by both ratios), and by denaturing (formaldehyde) agarose gel electrophoresis followed by staining with Sybr Gold stain (Invitrogen). All samples had readily visible 18S and 20S RNA bands, indicating minimal degradation. Eluted RNA samples were aliquoted and stored at -80°C until use.

### Host gene expression profiling using pathway-specific PCR Array analysis

Host cutaneous gene expression was assessed at each time point using three commercially available RT^2 ^Profiler PCR Arrays (SAbiosciences, now Qiagen). Arrays were chosen to measure biological pathways related to T-helper cell differentiation (PAMM-073), wound healing (PAMM-013), and signal transduction (PAMM-014). Each 96-well array contains 84 test and five housekeeping genes. Each array also included controls to assess genomic DNA contamination, RNA quality, and general qRT-PCR performance (for more information, see http://www.sabiosciences.com/). For each array, 1 μg total RNA purified from skin biopsies was converted into cDNA using the RT^2 ^First strand kit (Qiagen). Template cDNAs were mixed with RT^2 ^SYBR Green/Fluorescein qPCR Master Mix (Qiagen) and loaded onto the array using an 8-channel pipette. Arrays were run on an iCycler iQ5 real-time PCR System (Bio-Rad) under standard cycling conditions (10 min at 95°C, 15 s at 95°C, 1 min 60°C for 40 cycles, and an 80-cycle 55-95°C melt curve). The instrument's software was used to calculate the threshold cycle (*C_t_*) values for all molecules analyzed.

### Array data analysis

Fold-changes in gene expression between test and control mice were calculated using the ΔΔCt method. For each included gene, individual measurements that were below the threshold selected (*C_t _*> 34) were excluded from further analysis. This was done to reduce the impact of stochastic variations in rare transcripts on the calculated fold change and its associated p-value. Data normalization was based on correcting all *C_t _*values for the average *C_t _*values of the invariant endogenous control genes hypoxanthine guanine phosphoribosyl transferase (Hprt) and heat shock protein 90 alpha (Hsp90ab1). These genes were selected based on analysis of tested housekeeping genes in geNorm [15]. Statistical significance was assessed using LIMMA (linear models in micro-array analysis) in HTqPCR, an R-based program designed for real-time PCR array data analysis [16]. Statistical comparisons were generated for all time points vs. uninfested controls, between time-points (i.e., 12 hr-48 hr, 48 hr-72 hr, etc.), and between infestations (e.g. 12 hr primary vs. 12 hr secondary, etc.). Data sets were filtered with the following criteria: fold change ≥ 3 or ≤ -2 with an adjusted p-value ≤ 0.01. Array data was made publicly available through Gene Expression Omnibus accession number GSE33345.

### Gene ontology

Gene ontology analysis was conducted on the resulting lists of significantly modulated genes. All significant results from any time point during the primary infestation were divided into three lists: all modulated, upregulated, and downregulated. Similar lists were created for the secondary infestation. Each list was then submitted to the Database for Annotation, Visualization, and Integrated Discovery (DAVID) website using all genes measured as a background list [17,18]. The functional annotation chart and functional annotation clustering tools were used to assess enriched gene ontology terms; due to the small background list, terms with p-values ≤ 0.05 were considered significant.

### Validation of array data

Array results were validated by an additional experiment. Skin biopsies from tick bite-sites were collected as before from two time points during primary (48 and 96 hr p.i.) and secondary (48 and 72 hr p.i.) infestation. Four mice were used at each time point. Twenty-five genes were selected from the list of significantly modulated genes from the array experiment and assayed by additional real-time PCR (see additional file 1). Primer assays and SYBR green master mix were purchased from Qiagen and added to PCR plates to make custom-made arrays. These primer assays contain pre-optimized primer pairs but the primer sequences are proprietary information of Qiagen. Custom-made arrays measured the same 5 house-keeping genes as the original arrays, and included both no template and no first strand controls. In contrast to the arrays, each gene was measured in triplicate. These plates were run and analyzed as the PCR arrays, including the melt curve. To keep data analysis consistent with the PCR arrays, Hprt and Hsp90ab1 were used as normalization genes without additional analysis with geNorm.

### Cytokine analysis

The relative concentrations of interleukin-1β (IL-1β), IL-3, IL-4, IL-6, IL-10, IL-17A, interferon-γ (IFN-γ), and monocyte chemoattractant protein-1 (MCP-1 or CCL2) at the tick bite site were quantified using an 8-analyte bioplex assay and the Bioplex 200 system (Bio-Rad). Samples represented two time points (4 mice/time point) in the primary and secondary infestations (48 hr and 96 hr primary, and 48 hr and 72 hr secondary). Biopsies were removed from storage at -80°C and immediately homogenized in 1 mL protein extraction buffer containing 0.5% BSA (Fisher Scientific), 0.1% Igepal-630 (Sigma), and 1% Halt protease inhibitor (Thermo Scientific) in PBS. Homogenates were centrifuged at 20,000 × g at 4°C for 20 min. The resulting supernatants were divided into aliquots and stored at -80°C until use. Standards, blanks, and samples were analyzed in duplicate according to the manufactures' instructions. Analyte concentrations were determined from the standard curve(s) by analysis of mean fluorescent intensity values using the Bio-Plex Manager™ 6.0 software. Individual time points were compared to controls using a 2-tailed T-test in Prism (GraphPad Software, Inc.).

## Results

In this study, Balb/cJ mice were infested with nymphal *I. scapularis *ticks and the expression of 233 gene transcripts were measured at the bite site lesion during primary and secondary infestations. These results revealed a distinct expression profile in naïve mice that was markedly different from that observed following a secondary infestation. 

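Skin from the feeding lesion of 3 mice per time point at 12, 48, 72 and 96 hr of a primary and of a secondary infestation, and from 3 tick-free mice, was measured on 3 PCR arrays of 96 wells, for T-helper cell differentiation (Th17), signal transduction (SigT) and wound healing (ECM). Each array holds 84 test wells and 5 housekeeping wells, so that 252 test wells were read in each of 27 mice. The authors deposited the threshold cycle (Ct) of every well without normalization, and a table of their own fold changes. A Ct is the PCR cycle at which a product becomes detectable, so a Ct lower by 1 stands for about 2-fold more transcript. The deposited tables name wells by position. A gene name was given to a well only where all 4 array fold changes that Additional file 4 lists for a gene were found in 1 well of the authors' deposited table, which named 24 wells and left 228 without a gene name. Counts are therefore of wells, which exceed the 233 genes by 19. Because the names rest on those fold changes, closeness to them is no separate evidence. From each Ct the mean Ct of wells H02 and H03 of the same mouse and array was subtracted, the pair from which the deposited fold changes follow, and the sign was turned so that higher means more transcript. The mean Ct of this pair lay between 21.4 and 22.8 over groups and arrays. On each array it was lower in every secondary group than in tick-free mice, for example 21.44 against 22.53 on the SigT array at 96 hr. At secondary 72 hr its SD among mice on that array was 0.80, against 0.14 in tick-free mice. A well without a Ct was set to 40. Each time point was compared with the tick-free mice by limma, separately for each array, with Benjamini-Hochberg adjustment over wells in which at least 2 mice of a group had a Ct of 34 or less. A well was called at a fold change of 3 or more up or 2 or more down with an adjusted p of 0.01 or less. On the Th17 array the column of primary 96 hr replicate 2 holds the same values as tick-free replicate 1 and was left out, which leaves 2 mice there. The number of arrays limits the precision, and an exact permutation test of 3 mice against 3 cannot go below p = 0.1.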

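Against tick-free mice, limma called 37 wells at 1 or more time points of the primary infestation, 20 higher and 17 lower. In the secondary infestation 112 wells were called, 63 higher and 49 lower. In 1 fit over all 9 groups the primary infestation gave 26 wells and the secondary 112, and with a fold change of 2 either way 48 and 131. Tick-free mice were left out in turn, and infested replicate numbers at all time points at once. The primary count fell most without tick-free replicate 2, to 18, and the secondary count without tick-free replicate 3, to 104. All called wells had every infested mouse on the same side of every tick-free mouse.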

Based on the selection criteria for differentially regulated genes (Materials and Methods), we identified 35 genes that differed in expression during primary infestation (17 upregulated and 18 downregulated) and 138 genes that differed during secondary infestation compared to uninfested control mice. The total numbers of differentially expressed genes when compared to control mice are illustrated in Figure 1. 

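The highest called value was that of Cxcl5 at 96 hr of the secondary infestation, with a log2 fold change of 11.56 (standard error 0.50, adjusted p = 1.04e-05), which is 3019-fold. Of the 3 tick-free mice, 1 had a Ct of 34 or less for Cxcl5. Next came Il6 at 495-fold and Il10 at 421-fold at the same time point. The lowest called value was at the same time point, in well E08 of the SigT array, 22.5-fold lower (adjusted p = 0.00107). The lowest value in the authors' deposited table is 24.3-fold lower, in 1 ECM well at 12 hr of the secondary infestation. In that well 1 of 3 mice had no Ct and the other 2 had a mean ratio of 0.519 to the tick-free mice. With the missing Ct set to 40 its limma adjusted p was 0.231, and it was not called. This well, G09, has no gene name here. Named wells on the ECM array run alphabetically, with Itgb2 in D06, Mmp13 in E06 and Selp in F09. G09 lies after Selp, which argues against it being Lep, the gene the paper names, so Lep itself is not judged here.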

Fold changes ranged from negative 24-fold (LEP, secondary infestation at 12 hr post-infestation (p.i.)) to over 3000-fold (CXCL5, secondary infestation at 96 hr p.i.). Results from the primary infestation did not show any significant changes in gene expression at 12 hr p.i. when compared to control mice. 

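At 12 hr of the primary infestation limma called 0 of 232 tested wells, while 65 had an unadjusted p under 0.05. The lowest adjusted p was 0.0172. In 90 of the tested wells (38.8%) the infested and tick-free mice did not overlap, where chance gives 10%. Several wells had a large mean change with a wide spread among mice. Cxcl5 had a log2 fold change of 6.99 (standard error 0.88, adjusted p = 0.0191), with 5.02, 7.89 and 8.06 in the 3 mice, and Il6 one of 5.06 (standard error 0.91, adjusted p = 0.0399), with 3.14, 5.55 and 6.49. Without replicate 1, 16 wells were called higher, and without replicate 2 or without replicate 3 the count stayed at 0. In 1 fit over all 9 groups, 13 wells were called higher and 5 lower.

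**Figure D1:**
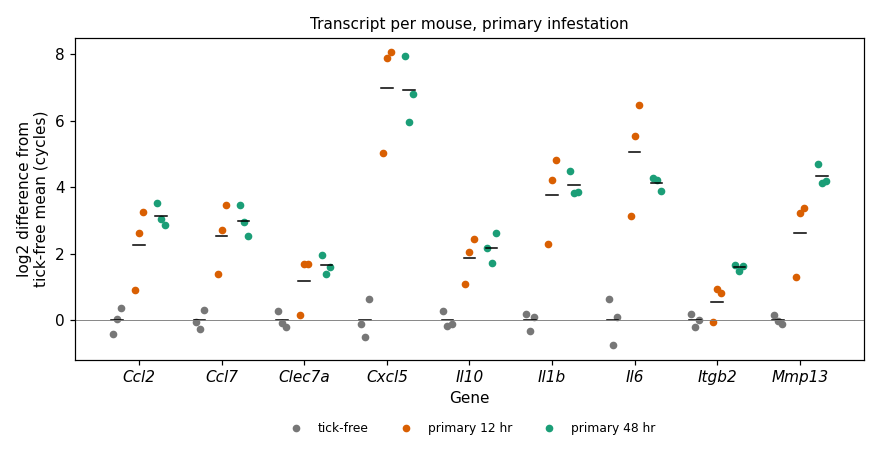
Log2 difference of each mouse from the tick-free mean, in cycles, for 9 genes in tick-free mice and at 12 and 48 hr of the primary infestation; each point is 1 mouse and each line the mean of 3. At 12 hr the lowest mouse of Cxcl5 sits at 5.02 and the others at 7.89 and 8.06.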

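Compared with tick-free mice, 19 wells were called higher and 15 lower at 48 hr of the primary infestation. At 72 hr there were 12 higher and 4 lower, and at 96 hr 11 higher and 3 lower, the last with 2 mice on the Th17 array. The lowest limma adjusted p rose from 5.84e-06 at 48 hr to 6.96e-05 at 72 hr and 0.000349 at 96 hr. The size of the change did not fall steadily in the 17 Th17 wells called at 48 hr. In the direction of the call their median log2 change was 2.11 at 48 hr, 1.76 at 72 hr and, over 2 mice, 2.47 at 96 hr. On the ECM array Mmp13 fell from 4.34 at 48 hr to 2.65 at 96 hr. With 1 mouse left out in turn, the count called higher at 72 hr lay between 1 and 20, the lowest without infested replicate 2 and the highest without infested replicate 1. It was 4 without any 1 tick-free mouse and 7 without infested replicate 3. At 96 hr it was 6 without tick-free replicate 3 and 7 without tick-free replicate 2. The count called lower at 48 hr lay between 3, without infested replicate 3, and 9, without tick-free replicate 1. Comparing 72 with 48 hr directly gave 0 called wells and 9 at an unadjusted p under 0.05.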

At 48 hr p.i., however, significant modulation of gene expression was observed which gradually reduced towards the end of the feeding period (96 hr). As expected, many additional genes were modulated during secondary infestation. 

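In the secondary infestation 61 wells were called against tick-free mice at 12 hr, 93 at 48 hr, 50 at 72 hr and 93 at 96 hr. At 12 hr the lowest adjusted p was 7.48e-06. In 67.5% of the tested wells at 12 hr and 75.7% at 96 hr, the infested and the tick-free mice did not overlap.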

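The wells called higher numbered 48, 50, 46 and 55 at 12, 48, 72 and 96 hr of the secondary infestation. Those called lower numbered 13, 43, 4 and 38. The lower calls moved more with the normalizer: with the mean of all 5 housekeeping wells 20 wells were called lower at 72 hr and 63 at 96 hr, and with well H03 alone 2 and 24. They also moved with single mice: at 72 hr they numbered 10 without infested replicate 1, 9 without infested replicate 2, 0 without infested replicate 3, and 0, 0 and 1 without tick-free replicates 1, 2 and 3. In 1 fit over all 9 groups they numbered 34. At 96 hr the lower calls numbered 52 without infested replicate 2 and 16 without tick-free replicate 2. The share of calls that were higher at 96 hr was 59.1% with the pair of wells, 42.2% with all 5 and 73.6% with H03 alone.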

Overall, numbers of upregulated genes remained fairly stable across different time points as well as within each infestation scheme while a more variable response was observed for downregulated or unresponsive genes (Figure 1). Statistical evaluation using linear models in microarray analysis (LIMMA) did not show any significant changes in expression between time points within an infestation scheme; however, significant results were obtained when comparing expression levels between primary and secondary infestations (additional file 2).

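Between successive time points limma called 1 well in the primary infestation, an ECM well without a gene name that was lower at 96 than at 72 hr (adjusted p = 4.18e-05). On the ECM array, wells H10 to H12 differed by 1.43 cycles between the plates up to primary 72 hr, with those of the tick-free mice, and the plates from primary 96 hr on. In the secondary infestation 1 well was called, lower at 48 than at 12 hr (adjusted p = 0.00978), in a comparison where 96 wells had an unadjusted p under 0.05. This call was lost when any 1 replicate number was left out of both groups. The other 4 successive comparisons gave 0 calls, with between 9 and 18 wells at an unadjusted p under 0.05. Of the non-successive pairs, secondary 96 against 12 hr gave 9 calls, which became 0, 24 and 0 without replicates 1, 2 and 3 of both groups. Primary 96 against 12 and 48 hr gave 1 and 2, all on the ECM array across the 2 sets of plates, and the other 3 pairs gave 0. Between secondary and primary infestation, 6 wells were higher and 1 lower at 12 hr, 32 and 17 at 48 hr, 22 and 0 at 72 hr, and 36 and 9 at 96 hr. Among named genes, Il10 was higher in secondary infestation by a log2 value of 4.91 (adjusted p = 0.00122) at 12 hr and 5.91 (adjusted p = 0.00267) at 96 hr. The 12 hr call of Il10 was lost without replicate 2 (adjusted p = 0.0229) or 3 (adjusted p = 0.0377) of both groups. Both calls were lost with the replicate number as a block (adjusted p = 0.0319 and 0.0116), though mice of different groups share only that number. The 48 hr difference of Il10, 5.78 (limma adjusted p = 2.75e-05), stayed called in each of these fits. Its 72 hr call, at 5.83, was lost without replicate 3 (adjusted p = 0.0130) and kept with the block. At 96 hr 2 primary mice remain on the Th17 array. The paper states that LIMMA showed no significant changes between time points within an infestation scheme and did show them between infestations.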

**Figure 1:**
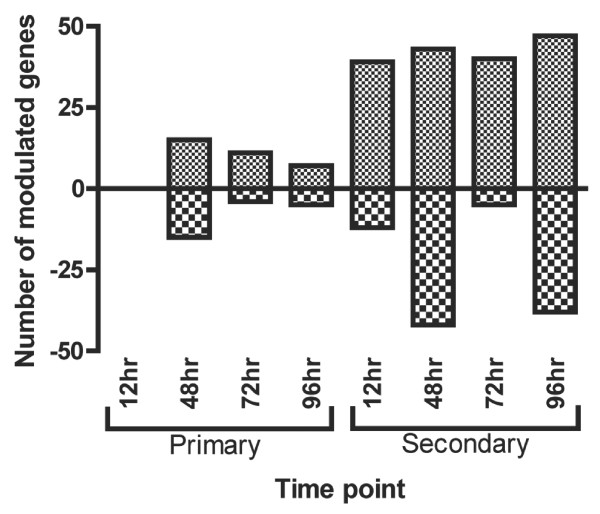
**Number of modulated genes at each time point compared to tick-free mice**. Number of significantly up and downregulated genes measured at each time point during primary and secondary infestations of mice with *I. scapularis *nymphs compared to tick-free mice.

Gene ontology (GO) analysis was undertaken to assess potential biological functions represented in our gene lists (Tables 1, 2, and 3). GO-terms enriched from genes upregulated during the primary infestation (Table 1) clustered into two categories: host response and biomineral formation. In the host response category, the majority of GO-terms were related to chemotaxis, cytokines, immune response, and cellular location while a single term was observed in the category of biomineral formation. This category deals with all aspects of development of hard tissues that consist mainly of inorganic compounds and small amounts of organic matrices. Genes that were downregulated during the primary infestation were enriched for GO-terms that fell into two clusters: nucleotide metabolism/transcription and Similar Expression to Fibroblast Growth Factor and IL-17Rs or SEFIR (an IL-17 receptor domain) (Table 2). The former category contained terms related to gene expression and metabolic processes while the SEFIR category contains domains known to participate in IL-17RA signaling independently of classic Toll/IL-1R (TIR) structures including MyD88 and TRIF [19].

**Table 1:** Gene ontology results from genes upregulated during primary infestation.

Cluster	Term	PValue
Host response	Chemokine activity	0.005
	Chemokine receptor binding	0.005
	Chemokine signaling pathway	0.014
	Small chemokine, interleukin-8-like	0.0031
	CXC chemokine	0.047
	Cytokine	0.0009
	Cytokine activity	0.0041
	Cytokine-cytokine receptor interaction	0.015
	NOD-like receptor signaling pathway	0.001
	Extracellular region part	0.025
	Extracellular space	0.0036
	Secreted	0.0097
	Immune response	0.008
	Inflammatory response	0.0012
	Defense response	0.0003
	Response to wounding	0.0039
	Taxis	0.0007
	Chemotaxis	0.0007
	Locomotory behavior	0.0007
	Behavior	0.006

Biomineral formation	Biomineral formation	0.024

Significant gene ontology terms from genes upregulated at any time point during primary infestation of mice with *I. scapularis *nymphs are shown grouped into clusters based on the functional annotation clustering tool available from DAVID. Terms in the host response cluster have been grouped by similarity.

**Table 2:** Gene ontology results from genes downregulated during primary infestation.

Cluster	Term	PValue
Nucleotide metabolism	Cell morphogenesis	0.039
and transcription	DNA binding	0.020
	Positive regulation of biosynthetic process	0.025
	Positive regulation of cellular biosynthetic process	0.022
	Positive regulation of gene expression	0.046
	Positive regulation of macromolecule biosynthetic process	0.022
	Positive regulation of macromolecule metabolic process	0.042
	Positive regulation of nitrogen compound metabolic process	0.014
	Positive regulation of nucleobase, nucleoside, nucleotide and nucleic- acid metabolic process	0.010
	Positive regulation of RNA metabolic process	0.032
	Positive regulation of transcription	0.036
	Positive regulation of transcription from RNA polymerase II- promoter	0.025
	Positive regulation of transcription, DNA-dependent	0.032
	Regulation of RNA metabolic process	0.025
	Regulation of transcription	0.046
	Regulation of transcription from RNA polymerase II promoter	0.027
	Regulation of transcription, DNA-dependent	0.027
	Sequence-specific DNA binding	0.018
	Tissue morphogenesis	0.026

SEFIR domain	IPR013568:SEFIR (IL-17R domain)	0.026

Significant gene ontology terms from genes downregulated at any time point during primary infestation of mice with *I. scapularis *nymphs are shown grouped into clusters based on the functional annotation clustering tool available from DAVID.

**Table 3:** Gene ontology results from genes upregulated during secondary infestation.

Cluster	Terms	PValue	Cluster	Terms	PValue
**Putative**	Disulfide bond	0.00002	**Immune cell**	Positive regulation of signal transduction	0.0032
**Secreted**	Signal peptide	0.0038	**signaling and**	Positive regulation of cell communication	0.005
	Signal	0.0043	**activation**	Four-helical cytokine, core	0.0061
	Glycoprotein	0.013		Regulation of cell activation	0.0063
**Cytokine**	Immune response	0.00001		Regulation of peptidyl-tyrosine phosphorylation	0.0071
			
	Cytokine	0.00026		Regulation of leukocyte proliferation	0.008
	Cytokine activity	0.0013		Regulation of T cell activation	0.008
	Extracellular space	0.0019		Positive regulation of peptidyl-tyrosine phos.	0.011
	Cytokine-cytokine receptor interaction	0.0054		Regulation of lymphocyte activation	0.014
			
**Hematopoietic**	Hematopoietic cell lineage	0.0011		Regulation of leukocyte activation	0.014
**lineage**	T-cell	0.0032		Regulation of hematopoiesis by cytokines	0.019
	Regulation of hematopoiesis by cytokines	0.019		Regulation of mononuclear cell proliferation	0.019
			
**Inflammation**	Inflammatory response	0.027		Regulation of lymphocyte proliferation	0.019
	Defense response	0.027		Regulation of protein kinase cascade	0.02
			
**Chemotaxis**	Chemotaxis	0.0024		Positive regulation of T cell activation	0.03
	Locomotory behavior	0.0024		Regulation of cellular localization	0.033
	Taxis	0.0024		Positive regulation of protein kinase cascade	0.033
	Leukocyte adhesion	0.017		Regulation of protein modification process	0.034
	Cell chemotaxis	0.026		Regulation of cellular protein metabolic process	0.034
	Leukocyte chemotaxis	0.026		Positive regulation of immune system process	0.034
	Neutrophil chemotaxis	0.026		Regulation of chemokine production	0.039
	Leukocyte migration	0.032		Regulation of chemokine biosynthetic process	0.039
			
**Cell surface**	Monocyte and its Surface Molecules	0.0025		Positive regulation of cell activation	0.045
**molecules**	Cell adhesion molecules (CAMs)	0.0071		Positive regulation of protein modification process	0.047
	External side of plasma membrane	0.01		Regulation of T cell proliferation	0.047
			
	Cell surface	0.021	**Tyrosine**	Regulation of peptidyl-tyrosine phosphorylation	0.0071
			
**T-cell regulation**	Positive regulation of T cell activation	0.03	**phosphorylation**	Positive regulation of peptidyl-tyrosine phos.	0.011
	Regulation of cellular localization	0.033	**Leukocyte**	Monocyte and its Surface Molecules	0.0025
			
	Regulation of alpha-beta T cell differentiation	0.039	**adhesion**	Cell adhesion molecules (CAMs)	0.0071
	Positive regulation of alpha-beta T cell diff.	0.039		Neutrophil and Its Surface Molecules	0.0082
			
**Sushi domain**	domain:Sushi 2	0.036		Leukocyte adhesion	0.017
	domain:Sushi 1	0.036		Adhesion Molecules on Lymphocyte	0.019
	domain:EGF-like	0.036		Natural killer cell mediated cytotoxicity	0.021
			
**Activation**	Propeptide:Activation peptide	0.048			
**peptide**					

Significant gene ontology terms from genes upregulated at any time point during secondary infestation of mice with *I. scapularis *nymphs are shown grouped into clusters based on the functional annotation clustering tool available from DAVID.

In contrast with the primary infestation, upregulated transcripts during secondary exposure were enriched for GO-terms related to a wide array of categories as shown in Table 3. From this data, four major categories are evident: cytokine, chemotaxis, immune cell signaling and activation, and leukocyte adhesion. Other groups of enriched terms included T-cell regulation and cell surface molecules while the remaining terms clustered into a number of minor categories related to putative secreted, hematopoietic lineage, inflammation, protein-protein interactions (sushi domain), activation peptide, and tyrosine kinase phosphorylation. On the other hand, only GO terms 'negative regulation of cell proliferation' (GO_BP:0008285) and SEFIR (IPR013568:SEFIR) were significantly enriched from genes downregulated in the secondary exposure.

### Modulation of gene expression during primary infestations

While gene ontology allows assessment of inapparent biological processes in a list of genes, it does not allow direct comparison between time points or infestations at the gene level. To facilitate this, all 233 genes measured were divided into individual groups based on shared characteristics of the translated protein (shared family, pathway, or function). These groups and the genes in each group can be accessed in additional file 3. Genes modulated during the primary infestation are shown in Figure 2. 

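At 48 hr of the primary infestation the log2 fold change against tick-free mice was 2.17 (standard error 0.27, adjusted p = 0.00166) for Il10, 4.13 (standard error 0.37, adjusted p = 0.000559) for Il6 and 4.07 (standard error 0.25, adjusted p = 0.000214) for Il1b. It was 3.15 (standard error 0.28, adjusted p = 0.00243) for Ccl2, 2.99 (standard error 0.28, adjusted p = 0.000608) for Ccl7 and 6.92 (standard error 0.57, adjusted p = 0.000410) for Cxcl5. Clec7a had 1.65 (standard error 0.21, adjusted p = 0.00166), Mmp13 4.34 (standard error 0.19, adjusted p = 5.84e-06) and Itgb2 1.60 (standard error 0.15, adjusted p = 0.000188). The 48 hr call of Ccl2 was lost without tick-free replicate 1 or 2 (adjusted p between 0.0112 and 0.0220), and those of Clec7a and Itgb2 fell under 3-fold without tick-free replicate 3 or infested replicate 1 and without tick-free replicate 2 or infested replicate 1 or 3. Il6, Il1b, Cxcl5 and Mmp13 were called at 48, 72 and 96 hr, with 2 infested mice for Il6, Il1b and Cxcl5 at 96 hr. Several of the later calls were lost in fits with 1 mouse left out, which also have fewer mice. In these fits the log2 value at 72 hr stayed between 3.74 and 4.75 for Il6 and between 3.84 and 4.47 for Il1b. At 72 hr that of Il6 was lost without tick-free replicate 1, 2 or 3 or infested replicate 2 or 3 (adjusted p between 0.0145 and 0.0327), that of Il1b without tick-free replicate 1, 2 or 3 or infested replicate 2 (adjusted p between 0.0102 and 0.0141), and that of Mmp13 without infested replicate 2 (adjusted p = 0.0126). At 96 hr that of Il6 was lost without tick-free replicate 3 (adjusted p = 0.0215), that of Cxcl5 without tick-free replicate 3 (adjusted p = 0.0134) and that of Mmp13 without tick-free replicate 2 (adjusted p = 0.0191). Il10 and Clec7a were called at 72 hr, and kept the call only without infested replicate 1 of the 6 fits with 1 mouse left out. At 72 hr Ccl2 and Ccl7 had adjusted p of 0.0119 and 0.0102 and were not called, while without infested replicate 1 both were. At 96 hr both were called, with adjusted p of 0.000349 and, over 2 infested mice, 0.00109. At 96 hr Il10 and Clec7a were not called, with adjusted p of 0.0183 and 0.0316 over 2 infested mice, although their log2 fold changes of 2.81 and 2.34 were above those at 48 hr. The paper's own array values from LIMMA at 96 hr were also above 0.01, with adjusted p of 0.0274 and 0.039. On the Th17 array, leaving out an infested mouse at 96 hr leaves 1, so those fits are not used. Itgb2 had log2 fold changes of 1.47 and 1.53 at 72 and 96 hr, under the 3-fold threshold, which it passed without infested replicate 1 (adjusted p = 0.00224) at 72 hr and without tick-free replicate 1 or infested replicate 1 (adjusted p between 0.00167 and 0.00845) at 96 hr.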

Upregulated genes that were consistently expressed during the course of tick feeding included cytokines IL-10, IL-6, and IL-1β, chemokines CCL2, 7, CXCL1, 2, and 5, pattern recognition receptor CLEC7a, modulator of inflammation prostaglandin-endoperoxide synthase 2 (PTGS2 or COX2), extracellular matrix (ECM) proteases MMP9, 10, and 13, and the adhesion molecules L selectin (SELL), and β-2 integrin (ITGB2).

**Figure 2:**
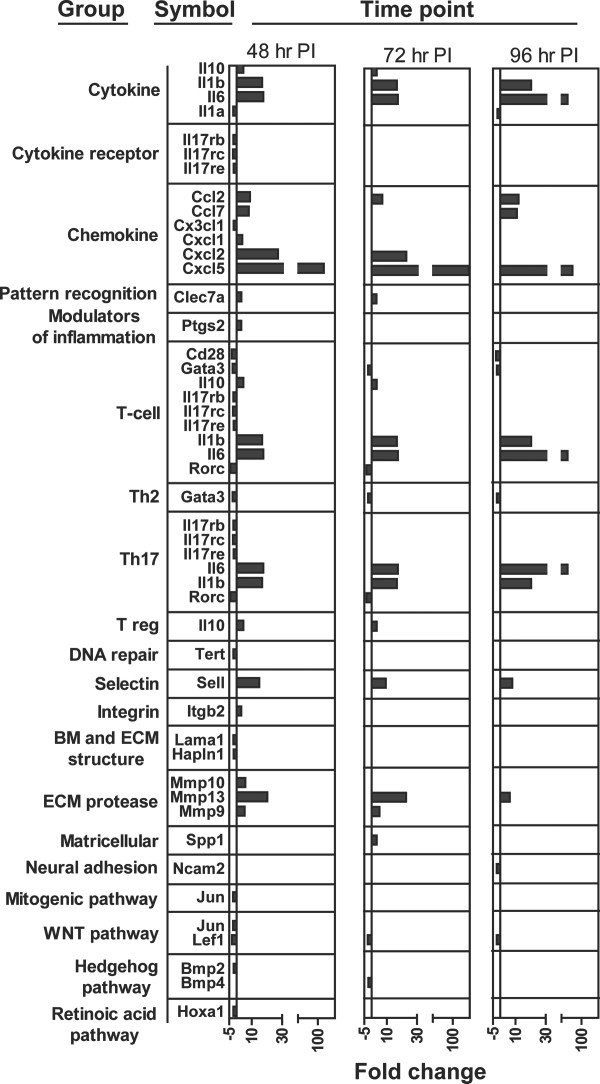
**Genes modulated during primary infestations of mice compared to tick-free mice**. Gene expression was measured using PCR arrays at 12, 48, 72, and 96 hr p.i. during a primary exposure of BALB/cJ mice to *I. scapularis *nymphs. Significantly modulated genes were divided into biologically meaningful groups (Methods) to allow direct comparison between time points. Official gene symbols and fold changes for all results at 48, 72, and 96 hr p.i. are shown. No significant gene modulation was apparent at 12 hr p.i.

Among downregulated genes, the most notable were members of the IL-17 receptor family (Il17rb, rc, and re), which were consistently downregulated during the entire feeding process while the pro-inflammatory cytokines IL-17a, c, d, and f were not expressed. 

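Gata3 was called lower than in tick-free mice by limma at 48 hr of the primary infestation, with a log2 fold change of -1.43 (standard error 0.18, adjusted p = 0.00166). At 72 hr the value was -1.34 (standard error 0.16, adjusted p = 0.00312). The 72 hr call was lost without tick-free replicate 1, 2 or 3 or infested replicate 2 or 3 (adjusted p between 0.0137 and 0.0237). At 96 hr, with 2 infested mice, it was not called (adjusted p = 0.0316).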

Other downregulated genes were T-cell molecules CD28, GATA3, and retinoic acid-related orphan nuclear hormone receptor C (RORC), DNA repair molecule telomerase reverse transcriptase (TERT), basement membrane/ECM structural components HAPLN1 and LAMA1, neural adhesion molecule NCAM2, mitogenic pathway member JUN, WNT pathway members JUN and LEF1, hedgehog pathway members BMP2 and 4, and retinoic acid pathway member HOXA1.

### Modulation of gene expression during secondary infestations

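Il4 was called higher at all 4 time points of the secondary infestation, with log2 fold changes of 5.69 (standard error 0.55, adjusted p = 0.000261) at 12 hr and 6.55 (standard error 0.49, adjusted p = 7.18e-05) at 96 hr, and at none of the primary infestation, where its values lay between -0.74 and -0.21. For Ifng and Il3 no tick-free mouse had a Ct of 34 or less, so only a bound can be given, with each Ct over 34 set to 34. In the limma fits with that setting Ifng was at least 3.91-fold higher at 12 hr (adjusted p = 0.00550) and at least 10.3-fold at 48 hr (adjusted p = 2.75e-05). Il3 was at least 4.45-fold higher at 12 hr (adjusted p = 0.000598) and at least 22.5-fold at 96 hr (adjusted p = 0.000261). Both were called at all 4 time points in these fits and in those with only a missing Ct replaced. In the latter, the 12 hr call of Ifng was lost without tick-free replicate 2 or infested replicate 1 or 3 (adjusted p between 0.0105 and 0.0184). Compared directly at 48 hr, secondary infestation was above primary by a log2 value of 6.91 (adjusted p = 2.75e-05) for Il4. This call was kept without any 1 replicate number of both groups. Il4 was also called in the direct comparisons at 12, 72 and 96 hr, but these calls were less stable. Without replicate 3 of both groups those at 12 and 72 hr were lost (adjusted p = 0.0377 and 0.0132). With the replicate number as a block those at 12 and 96 hr were lost (adjusted p = 0.0319 and 0.0113).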

During the secondary infestation, Th1 and Th2 cytokines joined those upregulated on primary exposure. Interleukin-17 receptors remained downregulated, while IL-2ra and IL-4ra were upregulated. 

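Ccl2, Ccl7, Cxcl5 and Clec7a were called higher than in tick-free mice at every time point of the secondary infestation. From 12 to 96 hr, the log2 fold changes were 5.60, 6.64, 6.07 and 6.41 for Ccl2, and 5.80, 6.58, 6.26 and 6.72 for Ccl7. The largest adjusted p from limma among these was 0.000116. Clec7a lay between 4.66 and 4.90. Tested directly, secondary exceeded primary infestation at 48 hr by a log2 value of 3.50 (adjusted p = 0.000463) for Ccl2, 3.59 (adjusted p = 0.000171) for Ccl7, 4.13 (adjusted p = 0.000719) for Cxcl5 and 3.04 (adjusted p = 0.000106) for Clec7a. Without replicate 2 of both groups the 48 hr calls of Ccl2 (adjusted p = 0.0146), Ccl7 and Cxcl5 (adjusted p = 0.0121 for both) were lost. That of Cxcl5 was also lost without replicate 3 (adjusted p = 0.0144), while that of Clec7a was kept without any 1 number. At 12 hr no SigT well was called higher, Ccl2 included. The 12 hr call of Clec7a (adjusted p = 0.00770) was lost without any 1 number (adjusted p between 0.0285 and 0.0597). At 72 hr the calls of Ccl2, Ccl7, Cxcl5 and Clec7a were all lost without replicate 3 (adjusted p between 0.0130 and 0.129).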

The expression profile of chemokines and PRR was similar to the primary infestation with the addition of CCL1. 

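Jak2 had a log2 fold change of 1.51 (standard error 0.18, adjusted p = 0.000617) at 12 hr of the secondary infestation, under the 3-fold threshold, which it passed without tick-free replicate 2 or infested replicate 2 (adjusted p between 0.000770 and 0.00209), and was called from 48 hr on, with 2.81 (standard error 0.21, adjusted p = 8.29e-05) at 48 hr and 3.47 (standard error 0.22, adjusted p = 3.21e-05) at 96 hr. Socs1 was called at 12 hr alone, with 1.82 (standard error 0.30, adjusted p = 0.00256), and this call was lost without tick-free replicate 2 or 3 or infested replicate 1 in the limma fits, in the last of these because its fold change fell under 3. Its values of 1.52, 1.20 and 1.37 at 48, 72 and 96 hr were under the threshold, which the 48 hr value passed without tick-free replicate 1 or infested replicate 3 (adjusted p between 0.000949 and 0.00175).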

Cytokine signaling molecules JAK2, MYD88, SYK, SOCS1, and SOCS3 were upregulated. The CD40 ligand (CD40LG) joined (PTGS2) in the modulators of inflammation group. Many T-cell markers were upregulated along with Th1 and Th2 cytokines; however, transcriptional regulators important for CD4 T cell differentiation such as TBX21, GATA3, and RORC were unchanged or downregulated. 

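No mouse of any group had a Ct of 34 or less for Tbx21, which was therefore not tested. Gata3 was called lower at all 4 time points of the secondary infestation, from -1.35 (standard error 0.13, adjusted p = 0.000278) at 12 hr to -1.86 (standard error 0.24, adjusted p = 0.000783) at 96 hr, on the log2 scale. With 1 mouse left out in turn, the limma call of Gata3 at 72 hr was lost without tick-free replicate 1, 2 or 3 or infested replicate 3 (adjusted p between 0.0112 and 0.0144). All 6 log2 values stayed below 0.

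**Figure D2:**
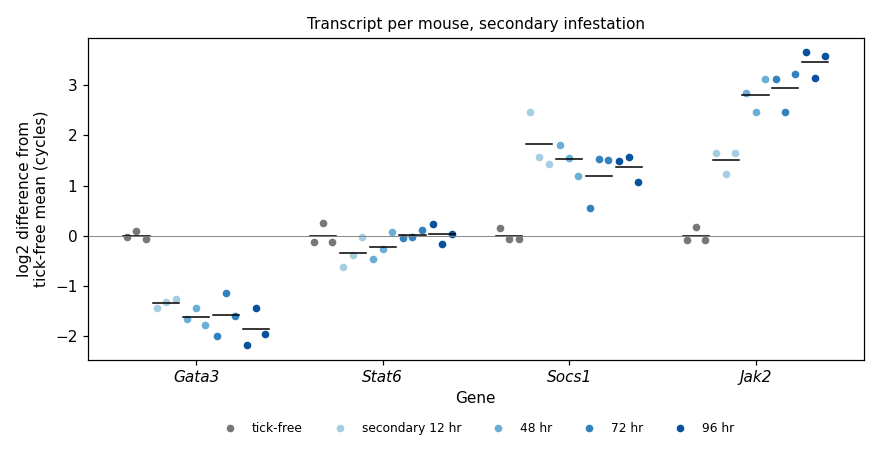
Log2 difference of each mouse from the tick-free mean, in cycles, for 4 genes in tick-free mice and at 12, 48, 72 and 96 hr of the secondary infestation; each point is 1 mouse and each line the mean of 3. Every infested mouse of Gata3 sits below every tick-free mouse, and its mean at 96 hr is -1.86.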

The only exception was Forkhead box P3 (FOXP3), which was upregulated along with the cytokine IL-10, suggesting the possible involvement of T regulatory cells [20] (Figure 3A). All three selectins were upregulated, although SELP was only upregulated at 12 hr p.i. 

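Sele was called higher at all 4 time points of the secondary infestation by limma. Its log2 fold change was 3.14 (standard error 0.12, adjusted p = 7.48e-06) at 12 hr and 2.56 (standard error 0.16, adjusted p = 1.13e-05) at 96 hr. Selp was called at 12 hr, with 2.10 (standard error 0.20, adjusted p = 0.000237), and had 1.28 (standard error 0.17, adjusted p = 0.000489) at 48 hr and 1.16 (standard error 0.21, adjusted p = 0.00226) at 96 hr, past the adjusted p threshold but under 3-fold. The log2 fold change of Selp at 72 hr was 0.93 (standard error 0.31, adjusted p = 0.0505). With a fold change of 2 either way, Selp was also called at 48 and 96 hr. Both are on the ECM array, whose secondary and tick-free mice were on plates that differ in wells H10 to H12.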

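At 96 hr of the secondary infestation, log2 fold changes were 3.33 (standard error 0.21, adjusted p = 1.13e-05) for Itgb2, 2.57 (standard error 0.19, adjusted p = 2.17e-05) for Itgam and 2.88 (standard error 0.31, adjusted p = 0.000212) for Itgal. Itgb2 and Itgal were called at all 4 time points. Itgam was called from 48 hr on, its value at 12 hr being 1.57 (standard error 0.20, adjusted p = 0.000726), under the 3-fold threshold, which it passed without tick-free replicate 2 or infested replicate 2 or 3 (adjusted p between 0.000883 and 0.00479). At 72 hr the limma call of Itgal was lost without tick-free replicate 1, 2 or 3 or infested replicate 3 (adjusted p between 0.0188 and 0.0237), and that of Itgam without tick-free replicate 1, 2 or 3 or infested replicate 2 or 3 (adjusted p between 0.0138 and 0.0374). These are ECM wells, with the difference in wells H10 to H12 between the secondary and the tick-free plates.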

Integrins β-2, α-M, α-L, and α-4 were upregulated while α-2 was downregulated. Cadherins and integrin binding molecules were downregulated with the exception of SYK and ICAM1. Anti-apoptotic molecule BCL2L1 and DNA repair molecule TERT were downregulated while pro-apoptotic molecule FASL was upregulated. 

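Mmp13 rose against tick-free mice by a log2 value of 5.01 (standard error 0.51, adjusted p = 0.000337) at 12 hr of the secondary infestation and 8.36 (standard error 0.26, adjusted p = 3.38e-07) at 96 hr, which is 328-fold. Tested directly with limma, secondary infestation was above primary at 48 hr by 1.78 (adjusted p = 0.00588), across the 2 sets of ECM plates. At 96 hr the difference was 5.71 (adjusted p = 1.64e-05), within the later set. In the same comparison at 12 and at 72 hr no ECM well was called higher, Mmp13 included. The 48 hr call was lost without replicate 2 (adjusted p = 0.0958) or 3 (adjusted p = 0.0276) of both groups and with the replicate number as a block (adjusted p = 0.0288), and the 96 hr call was kept in each of these.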

ECM proteases were strongly upregulated, but members of the BM/ECM structural molecule and ECM protease inhibitor groups were down regulated. With the exception of a few matricellular molecules, ECM interacting molecules, and growth factors, all the remaining groups were downregulated (Figure 3B).

**Figure 3:**
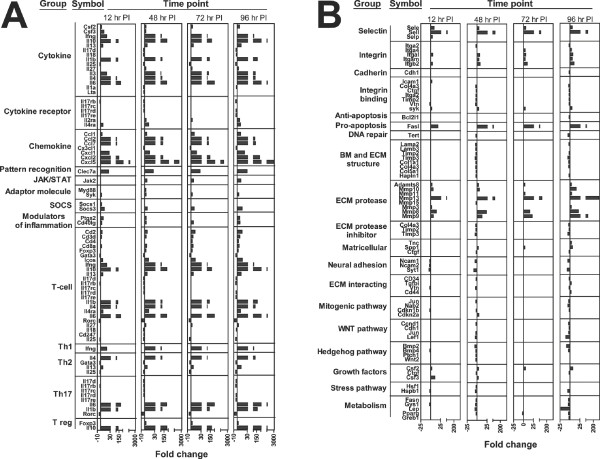
**Genes modulated during secondary infestations of mice compared to tick-free mice**. Gene expression during a secondary exposure of BALB/cJ mice to *I. scapularis *nymphs was measured using PCR arrays. Significant results were divided into groups as before. Official gene symbols and fold changes are shown at 12, 48, 72, and 96 hr post secondary infestation. The figure is split into sections A and B to aid viewing.

### Array result validation

Based on the results of PCR array analysis as well as other studies reported in literature, twenty-five genes potentially involved in the host response to tick infestation were selected and further verified using quantitative real-time PCR (see additional file 1 for a gene list). Gene expression was determined at 48 and 96 hr p.i. for the primary infestation, and 48 and 72 hr p.i. for the secondary exposure. Twenty of the twenty-five genes tested showed a profile highly consistent with the PCR array results (Figure 4, additional file 4). In contrast, five genes (IL-3, GATA3, RORC, TBX21 and SELP) showed variable patterns of modulation. In particular, IL-3 upregulation was detected at 96 hours p.i. in the primary infestation. Downregulation of GATA3 was significant only in the secondary infestation while RORC downregulation was apparent at all time points but not significant. Lastly, TBX21 expression was upregulated at 48 hours p.i. in the secondary infestation and SELP up-regulation was not detected.

**Figure 4:**
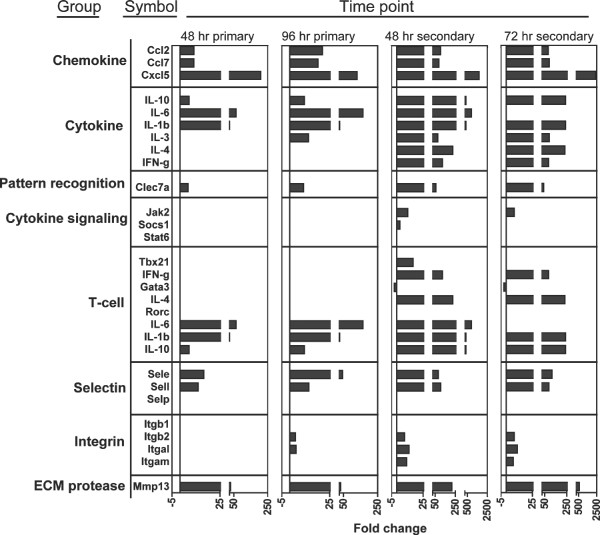
**Quantitative real-time PCR validation of PCR array data**. Based on the PCR array results, 25 genes were chosen for validation in a separate infestation experiment. Gene expression was measured at 48 and 96 hr p.i. during primary infestations and 48 and 72 hr p.i. during secondary exposures. All significant results are shown. In general, gene modulation supported the array study.

Regulation of protein expression may occur at many points between transcription and the production of functional protein. For this reason, the copies of an individual gene transcript may not reflect the expression of protein. To provide support for the transcriptome profile data we utilized an 8-analyte bioplex assay to measure protein expression by select cytokine and chemokine genes at the bite site (Figure 5). Analytes were chosen based on differentially modulated or biologically important molecules from the array data offered in bioplex format. Cytokines IL-1β, IL-4, IL-6, IFN-γ, and chemokine CCL-2 were significantly upregulated in agreement with the array and validation experiments. Interleukin-3, IL-10, and IL-17a showed similar but non-significant regulation. In order to directly compare protein and mRNA levels, fluorescent intensity values from the bioplex assay were converted to fold change over control sample fluorescence (Additional file 5). With the exception of low-abundance transcripts, these results suggest mRNA expression profiling at the tick-host interface could detect differences that correlate to the levels of expressed protein and can be a powerful tool for high-throughput functional analysis of the host cutaneous response to tick feeding.

**Figure 5:**
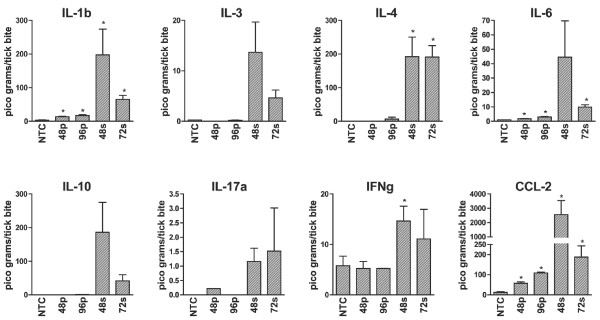
**Cytokine analysis of tick bite sites during primary and secondary infestations**. Concentrations of IL-1β, IL-3, IL-4, IL-6, IL-10, IL-17a, IFN-γ, and CCL2 were measured in skin biopsies from tick feeding sites at 48 and 96 hr p.i. primary infestation (48p and 96p) and 48 and 72 hr p.i. secondary infestation (48s and 72s) and compared to normal mouse skin using a two-tailed T-test; * indicates a p-value ≤ 0.05 compared to tick-free mice.

## Discussion

### Primary infestation

During tick feeding, the cutaneous environment responds to skin injury by initiating innate defense mechanisms, shaping the ensuing adaptive immune response, and accommodating effector responses of adaptive immunity. In contrast, the feeding tick secretes an arsenal of salivary molecules that pharmacologically inhibit potentially unfavorable host responses [1]. The late initiation of host responses during primary infestation compared to secondary infestation is a striking example of tick-induced suppression of the host response. Early events at the bite site become measurable by 48 hours p.i. and include upregulation of CLEC7a, a lectin pattern recognition receptor. *I. scapularis *SALP15 has been shown to modulate dendritic cell (DC) function through the lectin receptor DC-SIGN [6]. Together these results suggest lectin pattern-recognition receptors may be important in initiation and modulation of anti-tick immunity. Ligation of CLEC7a induces the up-regulation of CXCL2 and IL-10 [21], molecules that were also upregulated in our study. Tick-induced expression of IL-10 has been previously reported and may represent a method of immune evasion by dampening pro-inflammatory responses [22,23].

Other cytokines upregulated early in the host response were IL-1β and IL-6. These are both potent pro-inflammatory cytokines suggesting a balance between anti-inflammatory IL-10 and pro-inflammatory IL-1β and IL-6 during the early host response to ticks. The presence of IL-1β and IL-6 at the bite site is supported by previous studies [24,25] and the concomitant upregulation of ICAM1, PTGS2 (COX2), CXCL1, CXCL2, CXCL5, and MMP13, molecules known to be induced by these cytokines [26-28]. The CXCL chemokines are potent chemoattractants for neutrophils, although they have also been shown to attract monocytes and mast cells [29]. CCL2 and CCL7 were originally described as macrophage chemotactic proteins (MCP) 1 and 3, reflecting their primary role as chemoattractants for macrophages, but they are also known to recruit basophils, eosinophils, NK cells, and DCs [29]. Recruitment of these cells into the bite site could be facilitated by the upregulation of SELL and ITGB2. These results suggest a model of immune activation during primary infestation where CLEC7a initiates neutrophil chemotaxis and anti-inflammatory cytokine production. Increased production of IL-1β and IL-6 by unknown mechanisms could play a role in promoting upregulation of chemokines specific for neutrophils and macrophages which in turn produce matrix metalloproteinases (MMP) and prostaglandins. Neutrophils are known to be present at the bite-site [30], but their role in anti-tick immunity is not well understood. Based on the previous identification of *I. scapularis *salivary proteins (ISL929 and 1373) that reduce super-oxide formation and expression of β-2 integrins in neutrophils treated with TNF-α [7], it is reasonable to assume they are important components of anti-tick immunity. These changes suggest reduced neutrophil ability to respond to tissue insult and destroy phagocytosed infectious agents.

Matrix metalloproteinases have a wide range of potential functions at the tick bite-site. MMP cleavage of ECM components exposes cryptic sites that have been associated with increased migration of leukocytes to the inflammatory focus; cleavage can also release bioactive molecules from the ECM. *I. scapularis *has been shown to possess a large family of salivary serine-protease inhibitors (serpins) that may be important in inhibiting host responses [31]. Immunization of rabbits with a serpin from *I. ricinus *resulted in increased tick mortality and reduced weight and fecundity in female ticks [32]. Since MMPs degrade and inactivate endogenous serpins [33], it is reasonable to hypothesize that MMPs contribute to host immunity by degrading tick-secreted serpins. MMPs also aid in angiogenesis and wound healing, processes that are inhibited by tick feeding [34]. Gene ontology gives general support to this analysis of the primary infestation. Significant terms from genes upregulated during primary infestation clustered into host response and biomineral formation groups. The host response category was dominated by chemokine, chemotaxis, cytokine, and immune response terms, although none of these terms were specific for any cell type. GO analysis also supported the role of upregulated genes as secreted molecules acting in the extracellular space. Analysis of downregulated genes during primary infestation identified nucleotide metabolism/transcription and SEFIR domain (IPR013568: SEFIR, an IL-17R domain) as significant. These terms are of interest for CD4 T cell differentiation (discussed below), and the possibility that tick feeding suppresses transcription during primary infestation. This is a potential mechanism behind the late induction of host responses during primary infestation.

### Secondary infestation

A second exposure to feeding by *I. scapularis *nymphs resulted in a faster and stronger host response as shown in Figures 3A and 3B. In contrast to the primary infestation, very significant gene modulation was evident by 12 hrs p.i. 

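Of the 37 wells called in primary infestation, 34 were called in the same direction at 1 or more time points of the secondary infestation, and 31 at the same time point. Without tick-free replicate 2, 16 of 18 were. Both sets are compared with the same 3 tick-free mice. In 100 simulations of unchanged groups against them, no simulation called a well in both, but none called more than 2 wells in the primary groups, so they do not test the overlap of longer lists. In the 37 wells, the secondary mice differed from the primary 12 hr mice by a median log2 value of 1.48 in the direction of the primary call (quartiles 0.70 and 3.39), a comparison without the tick-free mice, in which 33 of the wells went that way. Across 238 wells, which are not independent replicates, the mean log2 fold changes of the 2 infestations had a Pearson r of 0.839. The simulations gave a median r of 0.801 and reached 0.873, so the observed r lies within the simulated range. The simulated groups held only noise around the tick-free means, and r does not depend on the size of the changes. The range therefore cannot decide whether shared mice could make changes as large as those observed.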

The genes modulated during primary infestations were also modulated during secondary infestations and were, in general, the genes with the highest fold-changes. Thus we postulate that genes upregulated during the primary infestation form a core host-response that drives anti-tick immunity even on repeated exposure.

### Migration

The migration of cells into an inflammatory focus is an important aspect of host immunity [29]. Resident cells must recognize skin damage by the feeding tick and secrete factors that enhance the recruitment of immune effectors to the bite site. Gene ontology analyses of upregulated genes during the secondary infestation strongly support the important role of chemotaxis in the anti-tick immune response. Specific GO terms suggested the migration of neutrophils, monocytes, other leukocytes, and lymphocytes into the bite site (Table 3). The upregulation of CCL1 was the only observed change in chemokine expression between primary and secondary infestation. Interestingly, this chemokine has been shown to attract Th2 and T regulatory cells [29]. Other upregulated genes known to support cell migration included selectins, integrins, and the integrin ligand ICAM1. 

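Itgb1 was not called at any time point of the secondary infestation, with log2 fold changes of 0.14 (standard error 0.12, adjusted p = 0.340) at 12 hr, 0.01 (standard error 0.16, adjusted p = 0.961) at 48 hr, 0.24 (standard error 0.25, adjusted p = 0.464) at 72 hr and 0.38 (standard error 0.16, adjusted p = 0.0724) at 96 hr. At 96 hr all 3 infested mice were above every tick-free mouse. Itgb2 had 2.13 (standard error 0.18, adjusted p = 0.000202), 2.97 (standard error 0.17, adjusted p = 8.46e-06) and 3.27 (standard error 0.25, adjusted p = 0.000159) at 12, 48 and 72 hr in the limma fits. Both are ECM wells, whose secondary and tick-free mice were on plates that differ in wells H10 to H12.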

While a number of alpha chain integrins were upregulated, the only beta chain upregulated was β-2. In support of previous reports that *I. scapularis *saliva inhibited endothelial cell expression of P selectin [35], our study showed only minimal upregulation of SELP that was not supported by later validation.

### Cytokines

Many additional cytokines were modulated during the secondary infestation when compared to the primary exposure (Figure 3A). These transcripts group together to form the cytokine cluster on gene ontology analysis, lending formal support to their importance in the anti-tick response. In particular, IL-4 and IL-13 were upregulated; these cytokines can be produced by Th2 cells, but also by basophils, eosinophils, and mast cells. Basophils have been shown to be indispensible for anti-tick immunity in models of infestation where acquired resistance occurs [36,37], and their migration into the bite site was supported by the upregulation of CCL chemokines and IL-3, which are chemotactic factors for basophils [38]. It is interesting to note the significant increase in expression of IL-4 and IL-13 during the secondary exposure despite the down regulation of IL-25, an important inducer of type-2 immunity [39]. In contrast to these type-2 cytokines, upregulation of IFN-γ and IL-27 could be due to the presence of T cells, Th1 cells, NK cells, and antigen presenting cells [40,41]. The upregulation of IFN-γ is surprising in light of previous reports of suppression by tick saliva [22], although negligible increases in expression have been previously reported in BALB/c mice infested with *I. scapularis *[23]. The mechanisms behind IFN-γ and IL-4 upregulation were strong enough to overcome the downregulation of IL-18, a known inducer of both cytokines [26]. Upregulation of colony stimulating factors 2 (GM-CSF or CSF2) and 3 (G-CSF or CSF3) and IL-3 suggests tick feeding may stimulate increased hematopoiesis and/or myelopoiesis. This possibility was supported by the gene ontology analysis (Table 3), previous reports of extramedullary erythropoiesis in tick-infested mice [42], and the downregulation of IL-17d, an inhibitor of hematopoietic progenitor colony formation [43]. Finally, our study also supports previously reported repression in the expression of tumor necrosis factor family members by tick salivary molecules [6,44]. In summary, the cytokine profile during secondary infestation presents a complex interplay between inducers and repressors of type 1 and type 2 immunity.

### T-cells

Th2 polarization of the cytokine response to tick feeding has been thoroughly documented by *in vitro *and *in vivo *studies [1]. For this reason, we sought to characterize the modulation of genes associated with T-cell and helper T-cell differentiation. During primary infestation, classic T-cell markers such as CD3, CD4, and CD8 did not significantly change, suggesting early T-cell involvement is minimal. Interestingly, the expression of co-stimulatory molecule CD28 was downregulated, which could be due to a lack of CD4 T-cell activation at the bite site, or the migration of CD28-expressing cells out of the skin. Genes related to Th17 differentiation, including the transcription factor RORC, IL-17, and the IL-17 receptors were either unchanged or downregulated, despite the high levels of IL-1β and IL-6. Most genes related to Th2 development were unchanged with the exception of GATA3, which was downregulated. GATA3 is an important transcription factor in Th2 development. Transcripts related to Th1 and T reg development were unchanged. These results suggest that during primary infestation of mice with *I. scapularis *nymphs, the cutaneous environment is not strongly polarized (or polarizing) toward any helper T-cell sub-set.

On secondary infestation, the upregulation of T-cell markers CD2, CD3, CD4, and CD8 suggested T-cell involvement at the bite-site. However, the polarization of CD4 T-cells remained equivocal. While Th2 cytokines IL-4 and IL-13 were upregulated, GATA3 remained repressed (Figure 3A). Similarly, the Th1 cytokine IFN-γ was upregulated, but IL-12 and TBX21 remained unresponsive. Th17-related transcripts were downregulated or unchanged. Interestingly, FOXP3 and IL-10 were upregulated, supporting a possible role for T regulatory cells at the bite site. In summary, results from the secondary exposure strongly suggests Th17 involvement at the bite-site is unlikely, while the remaining data shows a mixed Th1/Th2 cytokine profile and suggests the involvement of T regs. Failure to produce a polarized CD4 T cell response was also observed when keyhole limpet haemocyanin (KLH)-specific T cells were stimulated with KLH-loaded DCs in the presence of *Rhipicephalus sanguineus *tick saliva [8]. This implies that non-polarized CD4 T cell responses may be a common trait of anti-tick immunity and also supports our results at the protein/cellular level. Sialostatin L, an *I. scapularis *salivary protein, suppressed IL-17 production by lymph node cells during the induction of experimental autoimmune encephalomyelitis in mice [45]. In our results, significant Th17 suppression was observed (Figure 2, 3A) even from a *naïve *state, supporting the possibility that tick saliva contains potent suppressors of Th17 immunity.

### Signaling

Another focus of the present study was to uncover novel signaling pathways activated at the tick bite-site. Surprisingly, most genes related to the signaling pathways tested were either downregulated or unresponsive. Immunoreceptor signaling was a significant exception. Gene ontology results showed the largest gene cluster was related to immune cell signaling and activation. This is consistent with the rest of our results and suggests immunoreceptor signaling as a potential major pathway induced by tick feeding. However, we were unable to show any modulation of signal transducers and activators of transcription (STAT) or NFκB pathway molecules. 

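Stat6 was not called in either infestation by limma. Its log2 fold change lay between -0.39 (adjusted p = 0.103, primary 72 hr) and 0.03 (adjusted p = 0.915, secondary 96 hr).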

The lack of STAT modulation in our study was surprising since STAT molecules are important effector molecules of cytokine signaling that induce their own expression [46]. Modulation or silencing of the NFκB pathway could be significant because of its vital role in the induction and regulation of immunity [47]. These results paired with the increase of SOCS transcripts suggest the tick bite site is characterized by both suppression and activation of immunoreceptor signaling.

Gene ontology analysis of the downregulated genes during secondary infestation showed only two significant terms: negative regulation of cell proliferation (GO_BP: 0008285) and SEFIR (IPR013568). This suggests the genes downregulated during secondary infestation do not fit into a common theme for GO enrichment. However, many groups and pathways were qualitatively downregulated. Transcripts related to integrin binding and neural adhesion were downregulated, indicating potential impairment of cell migration or adhesion-related signaling at the tick bite site. Increased cell turnover was suggested by the downregulation of genes encoding anti-apoptotic and DNA repair molecules. The downregulation of BM/ECM structure and ECM protease inhibitor groups combined with the upregulation of ECM proteases suggest significant modulation of ECM components. In addition to these groups, genes in classical pathways such as mitogenic, WNT, hedgehog, stress, and metabolism were downregulated. The WNT signaling pathway regulates a variety of cellular processes including cell proliferation, migration, and tissue morphogenesis. In canonical signaling, WNT stabilizes β-catenin that acts as a transcriptional co-activator by interacting with Lef/T-cell transcription factors (Tcfs) to regulate WNT target gene expression. Non-canonical signaling, on the other hand, is calcium-dependent and leads to activation of c-jun N-terminal kinase which plays a role in cell proliferation, differentiation, and apoptosis [48]. In addition to its role in developmental biology, the Hedgehog pathway has been shown to play a role in regulating regenerating cell populations [49]. Since cell proliferation, regeneration, and morphogenesis are involved in wound healing, epithelial maintenance, and hair follicle cycling, tick feeding may influence these processes. However, it is unclear whether this is a result of tick-saliva induced repression or a consequence of the inflammatory process at the bite-site lesion. In this regard, our infestation protocol avoided the use of capsules or any device to restrain the ticks during feeding that might have influenced the inflammatory reaction. In either case, our results qualitatively suggest the tick bite-site is characterized in part by the suppression of signaling molecule transcription.

## Conclusions

Our study supports a model of the tick-host interface where tick saliva inhibits gene transcription, Th17 immunity, and signal transduction molecule upregulation. In contrast, the host senses infestation through lectin PRRs and is primarily focused on the recruitment and subsequent activation of immune cells. During primary infestation, neutrophils and macrophages are recruited, while many additional cell types are recruited during secondary infestation. Host effector responses include a mixed Th1/Th2 CD4 T cell response, innate effector functions, a highly proteolytic environment, and increased cell turn-over. These responses are dampened by the action of T regulatory cells, SOCS, and IL-10.

To our knowledge, this is the first report of *in vivo *transcriptome profiling at the *I. scapularis *tick-host interface. Our results suggest tick feeding may activate favorable host responses such as the inhibition of gene transcription, downregulation of signaling molecules, and upregulation of inhibitors of inflammation while repressing unfavorable responses such as Th17 immunity. The mixed Th1/Th2 profile reported here is a novel finding that implies greater complexity to the host cutaneous response than previously reported. We believe this study will allow the rational design of further work probing *in vivo *mechanisms at the tick-host-pathogen interface.

## Competing interests

There are no competing interests in the publication of this work.

## Authors' contributions

DMH and FJA carried out the experimental work and drafted the manuscript. SKW acted as a consultant at all levels of the project. ST also acted as a consultant in the later stages of this project and provided significant support for all tick rearing activities. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of genes measured by qRT-PCR for validation of PCR array results**. Click here for file

Additional file 2 **Statistical comparison between primary and secondary infestations**. Significant changes in gene expression between primary and secondary infestation were measured using LIMMA and the same filtering criteria as before (Methods). Each column shows the genes significantly modulated over the primary infestation during a secondary exposure of mice to *I. scapularis *nymphs. Click here for file

Additional file 3 **Gene groups used to allow comparisons between time points**. All 233 genes measured in this study were grouped based on characteristics of the encoded protein. These groups were used to allow comparisons between time points throughout our study. Click here for file

Additional file 4 **Direct comparison of PCR array and qRT-PCR validation experiments**. 

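Additional file 4 lists 24 genes at 4 time points. Of these 96 pairs, 90 were tested here by limma, and 87 of them fell on the same side of an adjusted p of 0.01 as the paper's array values, with a median ratio of 1.19 between the 2 adjusted p. The adjusted p were not used to name the wells, but the fold changes were. The validation experiment used other mice and was not analysed here.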

Fold change and p-values obtained from the PCR array and qRT-PCR validation experiments are directly compared. "Primary" refers to primary infestation, while "secondary" refers to the secondary exposure. A "+" marks fold changes calculated from transcripts below the detection limit (Ct ≥ 34); red text denotes p-values ≤ 0.01. Click here for file

Additional file 5 **Comparison of PCR array, qRT-PCR validation, and protein expression levels**. Gene expression and protein levels were compared by transforming protein expression data into fold change in fluorescence intensity over control samples. "ns" refers to non-significant results (p-value > 0.01 for gene expression and > 0.05 for protein expression); "+" denotes fold changes calculated from transcripts below the detection limit (Ct ≥ 34); "nt" refers to genes not tested. Click here for file

# Supplementary material for: Transcriptional profiling of the murine cutaneous response during initial and subsequent infestations with Ixodes scapularis nymphs
**Source:** Parasit Vectors. 2012 Feb 6;5:26. doi: 10.1186/1756-3305-5-26
**Supplement:** Additional file 1 — List of genes measured by qRT-PCR for validation of PCR array results.

List of genes measured by qRT-PCR for validation of PCR array results.

| Gene symbol   | Gene Name                                                 |
|---------------|-----------------------------------------------------------|
| Ccl2          | Chemokine (C-C motif) ligand 2                            |
| Ccl7          | Chemokine (C-C motif) ligand 7                            |
| Ccr5          | Chemokine (C-C motif) ligand 5                            |
| Clec7a        | C-type lectin domain family 7, member a                   |
| Cxcl5         | Chemokine (C-X-C motif) ligand 5                          |
| Gata3         | GATA binding protein 3                                    |
| IFN- $\gamma$ | Interferon gamma                                          |
| IL-10         | Interleukin 10                                            |
| IL-1 $\beta$  | Interleukin 1 beta                                        |
| IL-3          | Interleukin 3                                             |
| IL-4          | Interleukin 4                                             |
| IL-6          | Interleukin 6                                             |
| Itgal         | Integrin alpha L                                          |
| Itgam         | Integrin alpha M                                          |
| Itgb1         | Integrin beta 1 (fibronectin receptor beta)               |
| Itgb2         | Integrin beta 2                                           |
| Jak2          | Janus kinase 2                                            |
| Mmp13         | Matrix metalloproteinase 13                               |
| Rorc          | RAR-related orphan receptor gamma                         |
| Sele          | Selectin, endothelial cell                                |
| Sell          | Selectin, lymphocyte                                      |
| Selp          | Selectin, platelet                                        |
| Socs1         | Suppressor of cytokine signaling 1                        |
| Stat6         | Signal transducer and activator of transcription 6        |
| Tbx21         | T-box 21                                                  |
| Actb          | Actin, beta                                               |
| Gadph         | Glyceraldehyde-3-phosphate dehydrogenase                  |
| Gusb          | Glucuronidase, beta                                       |
| Hprt1         | Hypoxanthine guanine phosphoribosyl transferase 1         |
| Hsp90ab1      | Heat shock protein 90 alpha (cytosolic), class B member 1 |

# Supplementary material for: Transcriptional profiling of the murine cutaneous response during initial and subsequent infestations with Ixodes scapularis nymphs
**Source:** Parasit Vectors. 2012 Feb 6;5:26. doi: 10.1186/1756-3305-5-26
**Supplement:** Additional file 4 — Direct comparison of PCR array and qRT-PCR validation experiments. Fold change and p-values obtained from the PCR array and qRT-PCR validation experiments are directly compared. "Primary" refers to primary infestation, while "secondary" refers to the secondary exposure. A "+" marks fold changes calculated from transcripts below the detection limit (Ct ≥ 34); red text denotes p-values ≤ 0.01.

# Direct comparison of PCR array and qRT-PCR validation experiments.

|        | 48 hr primary array |              | 48 hr primary validation |              | 96 hr primary array |              | 96 hr primary validation |              |
|--------|---------------------|--------------|--------------------------|--------------|---------------------|--------------|--------------------------|--------------|
| gene   | fold change         | adj. p value | fold change              | adj. p value | fold change         | adj. p value | fold change              | adj. p value |
| Ccl2   | 8.85                | 2.68E-03     | 8.7                      | 2.43E-10     | 12.1                | 4.52E-04     | 20.5                     | 2.36E-12     |
| Ccl7   | 7.94                | 5.06E-04     | 8.66                     | 6.02E-12     | 11                  | 1.59E-04     | 17.7                     | 3.37E-13     |
| Clec7a | 3.14                | 1.47E-03     | 5.09                     | 5.44E-05     | 3.9                 | 3.90E-02     | 8.61                     | 1.95E-05     |
| Cxcl5  | 121                 | 3.29E-04     | 208                      | 4.62E-15     | 68.5                | 2.43E-03     | 130                      | 4.21E-11     |
| Gata3  | 0.372               | 1.47E-03     | 0.661                    | 2.21E-02     | 0.422               | 9.97E-03     | 0.716                    | 5.68E-02     |
| IFNg   | 3.79 <sup>+</sup>   | 1.71E-02     | 1.94 <sup>+</sup>        | 1.94E-01     | 1.5 <sup>+</sup>    | 4.50E-01     | 6.62 <sup>+</sup>        | 1.62E-03     |
| IL1b   | 16.7                | 1.62E-04     | 25.3                     | 8.11E-12     | 20.4                | 1.45E-03     | 27.4                     | 1.81E-09     |
| IL10   | 4.51                | 1.46E-03     | 5.71                     | 4.15E-10     | 5.19                | 2.74E-02     | 9.17                     | 1.19E-08     |
| IL3    | 0.588 <sup>+</sup>  | 3.34E-01     | 2.8 <sup>+</sup>         | 3.08E-02     | 2.75 <sup>+</sup>   | 2.68E-01     | 11.7                     | 1.21E-05     |
| IL4    | 0.597               | 9.10E-02     | 1.04 <sup>+</sup>        | 9.58E-01     | 0.738               | 4.58E-01     | 3.85 <sup>+</sup>        | 1.80E-01     |
| IL6    | 17.5                | 4.58E-04     | 64.1                     | 1.84E-08     | 51.1                | 1.33E-03     | 165                      | 8.00E-09     |
| Itgal  | 2.58                | 1.02E-02     | 2.46                     | 1.75E-02     | 1.9                 | 5.54E-02     | 4                        | 2.56E-03     |
| Itgam  | 2.7                 | 1.92E-04     | 2.51                     | 3.22E-07     | 1.51                | 1.58E-01     | 2.68                     | 7.64E-06     |
| Itgb1  | 1.1                 | 3.49E-01     | 0.801                    | 6.50E-02     | 1.02                | 9.03E-01     | 1.03                     | 8.53E-01     |
| Itgb2  | 3.04                | 1.92E-04     | 2.66                     | 2.34E-03     | 2.89                | 5.85E-03     | 3.57                     | 1.18E-03     |
| Jak2   | 1.11                | 5.38E-01     | 1.32                     | 1.36E-01     | 1.17                | 4.95E-01     | 2.25                     | 4.12E-04     |
| Mmp13  | 20.3                | 6.32E-06     | 30.1                     | 9.62E-07     | 6.26                | 1.43E-03     | 33                       | 1.21E-05     |
| Rorc   | 0.249               | 5.87E-04     | 0.666                    | 6.32E-01     | 0.501               | 9.97E-03     | 1.12                     | 8.97E-01     |
| Sele   | 1.87                | 1.33E-03     | 14.9                     | 8.01E-03     | 2.66                | 3.45E-03     | 43.8                     | 1.55E-03     |
| Sell   | 14.9                | 1.92E-04     | 11.4                     | 1.58E-05     | 7.87                | 2.70E-03     | 12                       | 5.46E-05     |
| Selp   | 1.9                 | 2.91E-03     | 1.51                     | 6.97E-05     | 1.56                | 5.13E-02     | 2.08                     | 1.21E-05     |
| Socs1  | 0.719               | 1.90E-01     | 0.679                    | 4.11E-02     | 1.31                | 1.92E-01     | 1.16                     | 4.77E-01     |
| Stat6  | 0.826               | 3.31E-01     | 0.875                    | 1.46E-01     | 0.911               | 6.04E-01     | 0.983                    | 8.69E-01     |
| Tbx21  | 0.753 <sup>+</sup>  | 3.06E-01     | 1.36 <sup>+</sup>        | 6.26E-01     | 0.963 <sup>+</sup>  | 9.01E-01     | 3.18 <sup>+</sup>        | 6.13E-02     |

|        | 48 hr secondary array |              | 48 hr secondary validation |              | 72 hr secondary array |              | 72 hr secondary validation |              |
|--------|-----------------------|--------------|----------------------------|--------------|-----------------------|--------------|----------------------------|--------------|
| gene   | fold change           | adj. p value | fold change                | adj. p value | fold change           | adj. p value | fold change                | adj. p value |
| Ccl2   | 99.7                  | 1.68E-05     | 103                        | 6.37E-18     | 67.2                  | 6.00E-05     | 81.6                       | 3.32E-15     |
| Ccl7   | 95.8                  | 2.08E-06     | 88.1                       | 4.47E-19     | 76.6                  | 2.32E-06     | 90.6                       | 2.06E-15     |
| Clec7a | 25.8                  | 5.32E-06     | 56.3                       | 9.84E-12     | 27.3                  | 2.32E-06     | 39                         | 5.04E-09     |
| Cxcl5  | 2120                  | 1.77E-06     | 1680                       | 1.16E-18     | 1460                  | 1.07E-06     | 2390                       | 1.14E-17     |
| Gata3  | 0.323                 | 1.48E-04     | 0.44                       | 5.64E-06     | 0.333                 | 2.29E-03     | 0.436                      | 2.34E-04     |
| IFNg   | 50.7                  | 5.90E-05     | 121                        | 2.53E-10     | 33.7                  | 5.85E-05     | 84.9                       | 1.17E-08     |
| IL1b   | 74.3                  | 5.32E-06     | 102                        | 2.26E-15     | 114                   | 1.45E-06     | 107                        | 1.32E-13     |
| IL10   | 248                   | 1.77E-06     | 343                        | 7.73E-21     | 191                   | 4.00E-06     | 239                        | 4.16E-17     |
| IL3    | 30.1                  | 3.71E-04     | 74.8                       | 2.83E-11     | 78                    | 2.37E-04     | 90.9                       | 2.05E-10     |
| IL4    | 71.6                  | 5.70E-05     | 225                        | 3.98E-07     | 33.1                  | 1.13E-04     | 234                        | 9.30E-06     |
| IL6    | 237                   | 5.86E-06     | 903                        | 5.93E-13     | 292                   | 4.00E-06     | 2.8 <sup>+</sup>           | 3.64E-01     |
| Itgal  | 6.58                  | 4.04E-04     | 11.7                       | 2.71E-07     | 5.99                  | 5.74E-03     | 10.5                       | 1.13E-05     |
| Itgam  | 4.91                  | 1.52E-04     | 9.43                       | 6.93E-15     | 4.29                  | 7.90E-03     | 6.68                       | 8.08E-11     |
| Itgb1  | 1.01                  | 9.60E-01     | 1.16                       | 1.88E-01     | 1.18                  | 4.59E-01     | 1.21                       | 1.83E-01     |
| Itgb2  | 7.83                  | 1.37E-05     | 7.51                       | 3.52E-07     | 9.68                  | 1.60E-04     | 7.77                       | 1.09E-05     |
| Jak2   | 7.02                  | 6.07E-05     | 10.4                       | 4.01E-11     | 7.7                   | 8.51E-05     | 7.69                       | 7.96E-09     |
| Mmp13  | 69.5                  | 1.37E-05     | 215                        | 1.69E-10     | 85.3                  | 1.13E-04     | 582                        | 5.70E-10     |
| Rorc   | 0.137                 | 8.06E-05     | 0.429                      | 2.80E-01     | 0.196                 | 2.29E-03     | 0.565                      | 5.46E-01     |
| Sele   | 4.77                  | 6.94E-04     | 81.9                       | 4.53E-05     | 5.92                  | 1.60E-04     | 116                        | 3.03E-04     |
| Sell   | 75.5                  | 7.04E-07     | 105                        | 9.94E-11     | 59.2                  | 5.29E-05     | 88.8                       | 5.51E-09     |
| Selp   | 2.43                  | 5.83E-04     | 2.41                       | 7.71E-10     | 1.9                   | 4.97E-02     | 1.78                       | 1.09E-05     |
| Socs1  | 2.87                  | 6.06E-04     | 3.04                       | 2.75E-07     | 2.29                  | 1.51E-02     | 1.6                        | 5.42E-02     |
| Stat6  | 0.856                 | 3.49E-01     | 0.797                      | 2.93E-02     | 1.01                  | 9.82E-01     | 0.563                      | 5.60E-02     |
| Tbx21  | 2.35 <sup>+</sup>     | 5.19E-02     | 15.6                       | 1.15E-05     | 1.74 <sup>+</sup>     | 1.07E-01     | 3.82 <sup>+</sup>          | 9.16E-02     |

"+" marks values below detection limit (Ct > 34)  
Red text indicates p value ≤ 0.01

# Supplementary material for: Transcriptional profiling of the murine cutaneous response during initial and subsequent infestations with Ixodes scapularis nymphs
**Source:** Parasit Vectors. 2012 Feb 6;5:26. doi: 10.1186/1756-3305-5-26

Comparison of array, qRT-PCR, and protein levels. Protein levels are expressed as fold change in fluorescence over control samples. ns=not significant ( $p>0.01$  for array or qRT-PCR or  $p>0.05$  for protein); “+” indicates transcripts below detection limit ( $Ct>34$ ); nt=not tested.

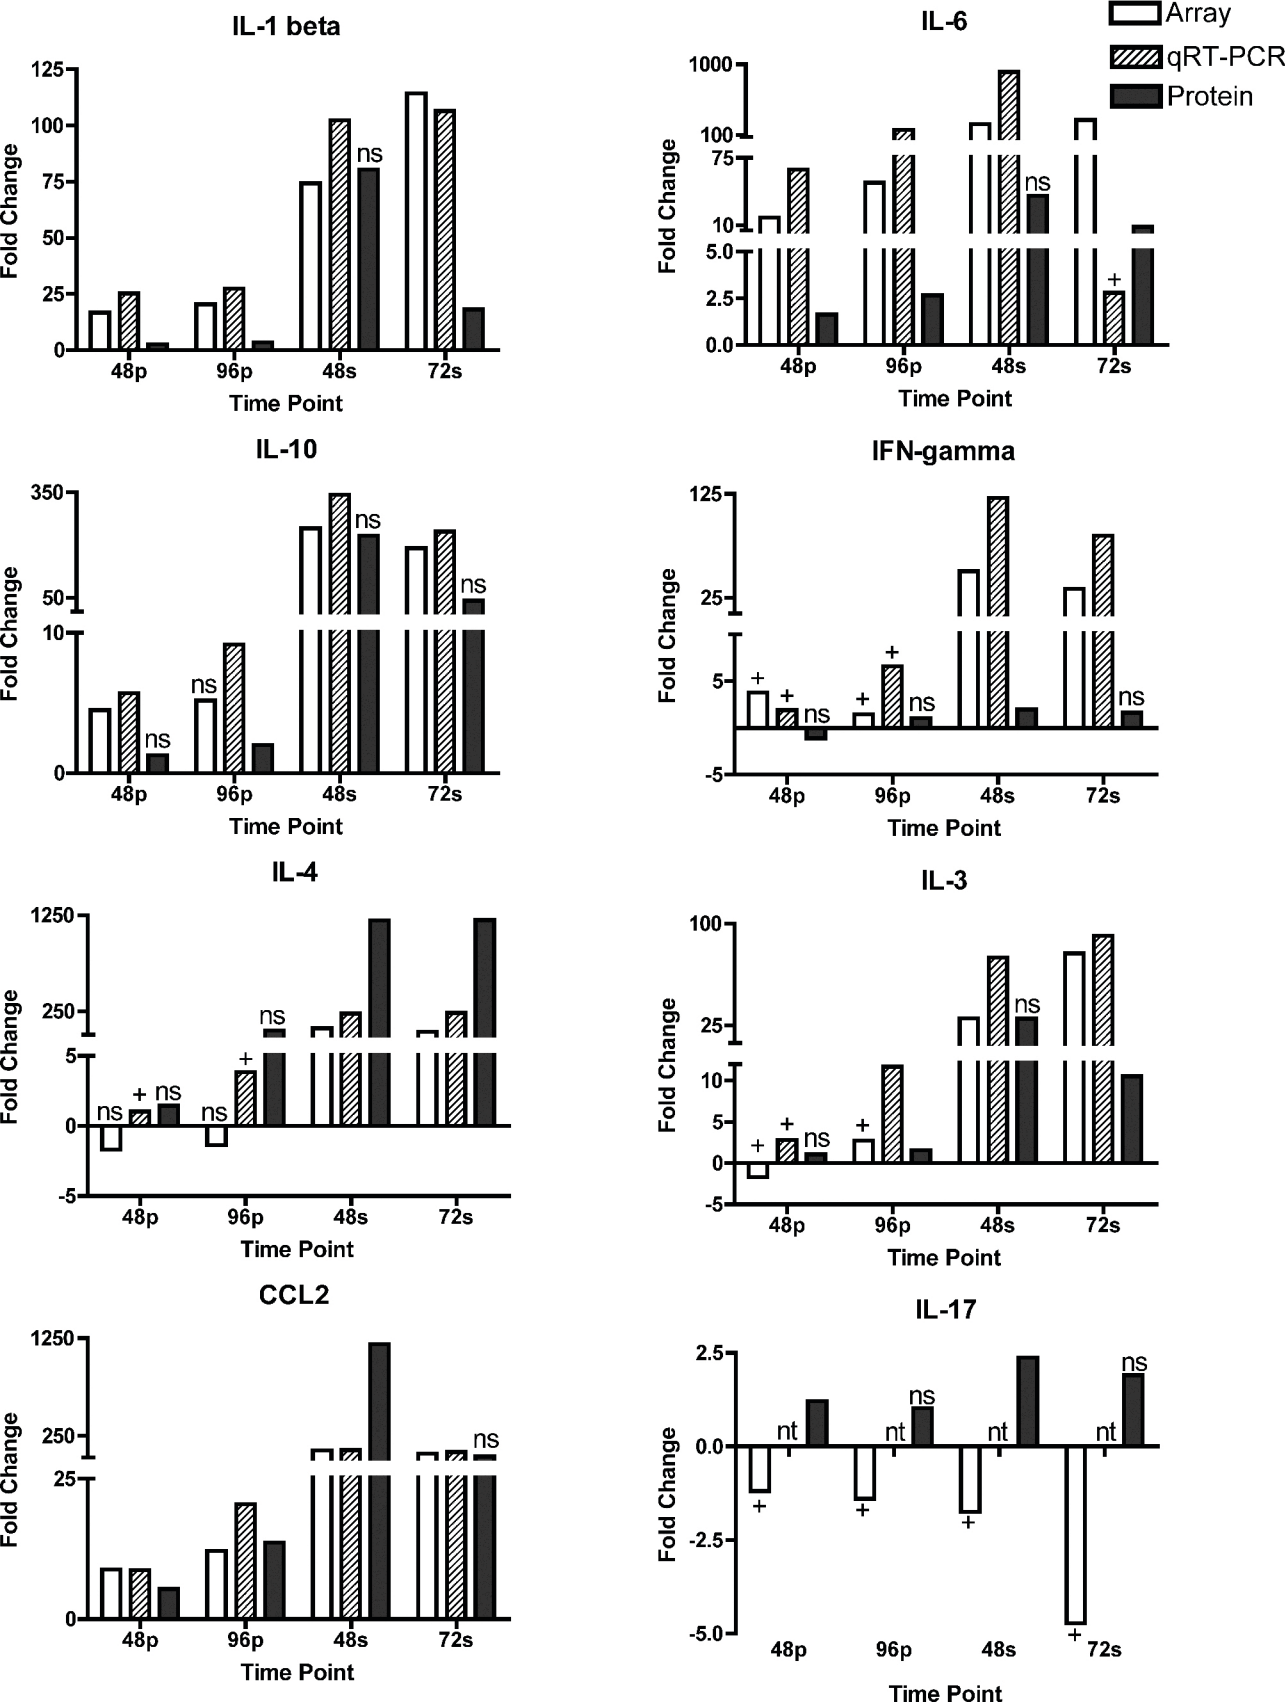

**Supplement:** Additional file 5 — Comparison of PCR array, qRT-PCR validation, and protein expression levels. Gene expression and protein levels were compared by transforming protein expression data into fold change in fluorescence intensity over control samples. "ns" refers to non-significant results (p-value > 0.01 for gene expression and > 0.05 for protein expression); "+" denotes fold changes calculated from transcripts below the detection limit (Ct ≥ 34); "nt" refers to genes not tested.

How the deposited data were processed for this re-analysis (not part of the article)

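Skin biopsies of 27 mice were measured on 3 PCR arrays, with 3 mice in each of 9 groups: tick-free, and 12, 48, 72 and 96 hr of a primary and of a secondary infestation. The authors deposited 1 table of Ct values for each array, 96 wells by 27 mice, with no normalization, and 1 table of fold changes, which are linear ratios of each infested group to the tick-free mice made by the authors with the ΔΔCt method. Of 7776 Ct cells, 119 hold no value. The fold changes that the authors deposited follow from the Ct values, within 0.01 on the log2 scale, when wells H02 and H03 are the normalizers and a missing Ct is set to 36, for every test well of the SigT and ECM arrays and for the Th17 array apart from primary 96 hr. The methods name Hprt and Hsp90ab1 as normalizers; which of these is H02 and which is H03 is not given in the sources used here. The methods also state that a Ct over 34 was excluded, while the deposited fold changes include such values.

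The deposited tables give wells by position and no gene names. The names of 24 wells were found by joining the 4 array fold changes that Additional file 4 gives per gene with the deposited table of fold changes. This join makes the fold changes here close to those of Additional file 4 by construction, apart from the Th17 array at primary 96 hr, where 1 mouse was left out here, and from bounds. A gene present on more than 1 array is named only in the well that matched, so counts are of wells and the planned counts of unique gene symbols, tests of gene groups and comparisons of a gene across arrays were not made, a departure from the plan. Some other genes that the paper names are not reported here.

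The Ct values were turned into the difference from the mean of H02 and H03 in the same mouse and array, with the sign turned. A missing Ct was set to 40. Comparisons were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the mice of the 2 groups compared, for each array alone, and p-values were adjusted by Benjamini-Hochberg over the wells in which at least 2 mice of a group had a Ct of 34 or less. Calls used a fold change of 3 up or 2 down and an adjusted p of 0.01. Against a group in which no mouse had a Ct of 34 or less, a fold change is given as a bound with each Ct over 34 set to 34. The plan was for 3 mice in each group; on the Th17 array primary 96 hr replicate 2 was left out, since its column is identical to that of tick-free replicate 1. The fits were tested on simulated data for secondary 48 hr against tick-free mice: over 252 wells and 50 simulations, 95.8% of wells changed by a log2 value of 2.58 or -2, both past the thresholds, were called, and 0.250% of unchanged ones. Smaller changes were not simulated.

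The genes named were fixed before the data were examined: genes the paper names beside a passage, the 5 highest and 5 lowest called genes per infestation without overlap between mice, the 5 housekeeping genes, and genes on more than 1 array whose calls differ. Wells without a gene name cannot be named under this rule, and the last part could not be applied. The single ECM well and well H01 of the closing section were chosen after their values were seen. The values of Additional file 4 and of Figures 2 and 3 had been seen by then. The alternatives set before the data were examined were other normalizers, other treatments of Ct over 34, 1 fit over all 9 groups, the 3 arrays fitted together, other thresholds, the replicate number as a block, each replicate left out, all pairs of time points and a stricter overlap. Added after seeing the data were a missing Ct of 36 and the copied column kept as deposited or replaced by values rebuilt from the deposited fold changes. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. PCR arrays give no read depth; the number of mice limits the precision.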

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

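The tests of the plates on the single ECM well and on the calls against tick-free mice, of wells H07 to H09 on the Th17 array, and those of housekeeping well H01, were chosen only after the result was seen. Each comparison of single time points has 10 splits of its mice, too few for the splits alone to exclude chance.

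Secondary differed from primary infestation at the same time point, by a direct limma comparison, in 7 wells at 12 hr, 49 at 48 hr, 22 at 72 hr and 45 at 96 hr. In each, the real grouping alone of 10 splits gave as many calls (1 of 10). The lowest adjusted p from limma was 0.000194, 1.18e-06, 0.000306 and 1.64e-05 at these time points. Leaving 1 replicate number out of both groups moved these counts. The wells called higher numbered 3, 1 and 0 at 12 hr without replicates 1, 2 and 3, in that order. They numbered 34, 5 and 19 at 48 hr, 24, 18 and 0 at 72 hr, and 14, 34 and 29 at 96 hr. Those called lower numbered 18, 1 and 4 at 48 hr and 3, 23 and 0 at 96 hr. At 96 hr, leaving out replicate 1 or 3 leaves 1 primary mouse on the Th17 array. At 12 hr and again at 72 hr those called lower numbered 1, 0 and 0. On the ECM array a technical difference runs beside the design. Wells H10 to H12 had a mean Ct of 19.6 in tick-free mice and at 12, 48 and 72 hr of the primary infestation, and of 21.0 at primary 96 hr and in all secondary groups, without overlap. Of the 15 ECM wells called lower at secondary than at primary 48 hr, which crosses these 2 sets of plates, the median difference was -1.44 on the log2 scale. The same wells changed by a median of -0.26 (from -4.96 to 0.04) from primary 48 to primary 96 hr, which crosses the plates within primary infestation, and differed by -1.22 between secondary 48 hr and primary 96 hr, within the later plates. This argues against the plates as the cause for these wells as a set, though not for each of them, and a response to earlier infestation stays open as a hypothesis. The prediction did not say how large a share of the difference would count for or against the plates; this was chosen later, before the value was seen. For the 82 calls of the secondary infestation against tick-free mice on this array, which cross the plates, the median log2 change in the direction of the call was 2.12 (from 1.00 to 8.36). From primary 72 to primary 96 hr, which also crosses the plates, the same wells changed in that direction by a median of -0.15 (from -1.86 to 0.46), and between primary 96 hr and the secondary groups, within the later plates, by 1.43 (from 0.21 to 5.71). This argues against the plates as the cause of these calls as a set. Of the 3 ECM wells called at primary 96 hr, 2 were called the same way at 72 hr, within the earlier plates; for the other, the plates and the infestation cannot be told apart, since every tick-free mouse is in the earlier set. An earlier test, by the 17 ECM wells called between secondary and primary 96 hr within the later plates, took both sets of calls together.

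Wells H07 to H09 also differed between groups. Their mean Ct on the Th17 array was 26.9 at primary 48 hr, 25.3 at primary 12 hr and 24.7 at secondary 96 hr, against 24.4 in tick-free mice and 24.3 at primary 72 hr, with no overlap of the first 3 with the tick-free mice. The 17 wells called on this array at primary 48 hr had a median log2 change of 2.11 against tick-free mice in the direction of the call (quartiles 1.43 and 4.07). Between the primary 48 and 72 hr mice, without the tick-free mice, the same wells differed in that direction by a median of 0.20 (from -0.38 to 0.63), although H07 to H09 lay apart there too. This argues against what H07 to H09 mark as the whole cause of these calls as a set, and a response to infestation stays open as a hypothesis. On the ECM array H07 to H09 had 25.6 in tick-free mice, which spread from 24.8 to 26.1, and 23.9 at primary 12 hr, 24.5 at secondary 12 hr and 24.7 at secondary 72 hr, below each of them. On the SigT array they had 24.3 in tick-free mice, and the largest differences, without overlap, were at primary 12 hr (24.6) and from secondary 48 hr on (24.7 in each group). What these other differences do to the calls was not tested, and no well was called at primary 12 hr.

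Between primary 72 and 96 hr, 1 well was called, on the ECM array, lower by a log2 value of -5.25 (adjusted p = 4.18e-05; 1 of 10 splits). Its Ct lay between 28.9 and 29.9 in the 9 infested mice of the earlier plates and between 33.7 and 35.3 in the 15 mice of the later ones, a gap of 3.72 cycles. The change is consistent with a difference between the plates. Against this, the tick-free mice of the earlier plates spread from 30.5 to 35.3, and a biological change was not excluded. The call stayed with each replicate number left out, and was lost with each Ct over 34 removed. Between secondary 12 and 48 hr, 1 well was called (1 of 10 splits), with an adjusted p of 0.00978 just under the threshold. It was lost with any replicate number left out of both groups. No technical or biological explanation was tested for it.

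Housekeeping well H01, which the paper did not use as a normalizer, was higher from 48 hr on in both infestations relative to H02 and H03, and most in the secondary. At 96 hr of the secondary infestation it was above the tick-free mice by 1.69 on the Th17, 1.57 on the SigT and 1.88 on the ECM array, on the log2 scale, with every infested mouse above every tick-free mouse. Relative to H02 alone, H03 alone or all 5 housekeeping wells, the value lay between 1.16 and 2.13 over the 3 arrays, again without overlap. At 48, 72 and 96 hr of the primary infestation every infested mouse was also above every tick-free mouse on each array, by 0.39 to 0.90 relative to the pair, but relative to H02 alone the mice overlapped on the Th17 and SigT arrays. At primary 12 hr it was not higher on these 2 arrays, with overlapping mice, at -0.27 on the Th17 and 0.08 on the SigT array relative to the pair (-0.44 and -0.02 relative to H02 alone), while on the ECM array it was 0.38 with every mouse above. At secondary 12 hr the mice overlapped on the same 2 arrays (0.12 and 0.12), with values of -0.16 and -0.14 relative to H02 alone. A fault of 1 plate type is argued against, since the lowest of the 3 values is 1.57. A fall of the normalizing wells would raise the other housekeeping wells alike, but the highest value of H04 and H05 at 96 hr was 0.46. A higher level of this transcript late in a second infestation may therefore be biological, as a hypothesis found on the same data. On the ECM array the plates also separate secondary from tick-free mice, and the well has no gene name here.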

How the results depend on the processing

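The alternatives were set before the data were examined except where said otherwise. Of 3209 values of named genes under an alternative, 3034 kept their direction and side of the threshold, 86 fell below it, 89 rose past it and 0 changed sign while called. Counts of calls moved more. The cause of each change below was not tested, apart from looser thresholds and fewer mice, which act by construction. Numbers in brackets are the counts as reported.

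With the mean of all 5 housekeeping wells as the normalizer, the counts that moved by more than 1.5 times were 1 higher at primary 12 hr (from 0), 10 lower at primary 72 hr (from 4), 7 lower at primary 96 hr (from 3), 20 lower at secondary 72 hr (from 4), 63 lower at secondary 96 hr (from 38), 14 called at secondary 48 hr against secondary 12 hr (from 1), 1 called at primary 96 hr against primary 48 hr (from 2), 1 called at secondary 72 hr against secondary 12 hr (from 0), 27 called at secondary 96 hr against secondary 12 hr (from 9), 16 higher at secondary 12 hr against primary 12 hr (from 6), 1 lower at secondary 72 hr against primary 72 hr (from 0), 23 lower at secondary 96 hr against primary 96 hr (from 9), 27 lower in primary infestation (from 17). With H03 alone, there were 1 higher at primary 12 hr (from 0), 7 lower at primary 48 hr (from 15), 7 lower at secondary 12 hr (from 13), 2 lower at secondary 72 hr (from 4), 24 lower at secondary 96 hr (from 38), 2 called at secondary 48 hr against secondary 12 hr (from 1), 1 called at primary 96 hr against primary 48 hr (from 2), 13 higher at secondary 12 hr against primary 12 hr (from 6), 1 lower at secondary 72 hr against primary 72 hr (from 0), 4 lower at secondary 96 hr against primary 96 hr (from 9), 10 lower in primary infestation (from 17). With each Ct over 34 set to 34, there were 1 higher at primary 12 hr (from 0), 8 lower at secondary 72 hr (from 4), 2 called at secondary 48 hr against secondary 12 hr (from 1), 4 called at primary 96 hr against primary 48 hr (from 2), 12 higher at secondary 12 hr against primary 12 hr (from 6), 2 lower at secondary 72 hr against primary 72 hr (from 0). In 1 fit over all 9 groups, there were 13 higher at primary 12 hr (from 0), 5 lower at primary 12 hr (from 0), 4 lower at primary 48 hr (from 15), 34 lower at secondary 72 hr (from 4), 2 called at primary 96 hr against primary 72 hr (from 1), 2 called at primary 72 hr against primary 12 hr (from 0), 3 called at primary 96 hr against primary 12 hr (from 1), 2 called at secondary 72 hr against secondary 12 hr (from 0), 15 called at secondary 96 hr against secondary 12 hr (from 9), 1 called at secondary 96 hr against secondary 48 hr (from 0), 30 higher at secondary 12 hr against primary 12 hr (from 6), 2 lower at secondary 12 hr against primary 12 hr (from 1), 10 lower at secondary 48 hr against primary 48 hr (from 17), 6 lower at secondary 72 hr against primary 72 hr (from 0), 19 lower at secondary 96 hr against primary 96 hr (from 9), 9 lower in primary infestation (from 17). At an adjusted p of 0.05, there were 10 higher at primary 12 hr (from 0), 4 lower at primary 12 hr (from 0), 10 lower at primary 72 hr (from 4), 7 lower at primary 96 hr (from 3), 22 lower at secondary 72 hr (from 4), 16 called at secondary 48 hr against secondary 12 hr (from 1), 4 called at primary 96 hr against primary 48 hr (from 2), 2 called at secondary 72 hr against secondary 12 hr (from 0), 34 called at secondary 96 hr against secondary 12 hr (from 9), 2 called at secondary 96 hr against secondary 48 hr (from 0), 25 higher at secondary 12 hr against primary 12 hr (from 6), 4 lower at secondary 12 hr against primary 12 hr (from 1), 3 lower at secondary 72 hr against primary 72 hr (from 0), 36 lower at secondary 96 hr against primary 96 hr (from 9). With H02 alone, there were 16 lower at primary 72 hr (from 4), 26 lower at secondary 12 hr (from 13), 9 lower at secondary 72 hr (from 4), 0 called at secondary 48 hr against secondary 12 hr (from 1), 4 called at primary 96 hr against primary 48 hr (from 2), 2 lower at secondary 72 hr against primary 72 hr (from 0), 15 lower at secondary 96 hr against primary 96 hr (from 9). At a fold change of 2 either way, there were 17 higher at primary 96 hr (from 11), 2 called at secondary 48 hr against secondary 12 hr (from 1), 31 higher in primary infestation (from 20). With the copied Th17 column kept as deposited, chosen after seeing the data, there were 3 higher at primary 96 hr (from 11). With each Ct over 34 removed, there were 0 called at primary 96 hr against primary 72 hr (from 1), 4 called at secondary 48 hr against secondary 12 hr (from 1), 0 called at primary 96 hr against primary 12 hr (from 1), 0 called at primary 96 hr against primary 48 hr (from 2), 0 lower at secondary 12 hr against primary 12 hr (from 1), 1 lower at secondary 72 hr against primary 72 hr (from 0). Without the detection rule, there were 0 called at secondary 48 hr against secondary 12 hr (from 1). With the 3 arrays fitted together, there were 0 called at secondary 48 hr against secondary 12 hr (from 1), 1 called at primary 96 hr against primary 48 hr (from 2), 1 lower at secondary 72 hr against primary 72 hr (from 0). With a missing Ct set to 36, chosen after seeing the data, there were 2 lower at secondary 72 hr against primary 72 hr (from 0). All 6 pairs of time points gave 14 calls within the infestations, where successive pairs gave 2.

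With the replicate number as a block, there were 4 lower at primary 48 hr (from 15), 5 higher at primary 72 hr (from 12), 1 lower at primary 72 hr (from 4), 1 lower at primary 96 hr (from 3), 6 lower at secondary 12 hr (from 13), 25 lower at secondary 96 hr (from 38), 0 called at secondary 48 hr against secondary 12 hr (from 1), 1 called at primary 96 hr against primary 48 hr (from 2), 0 higher at secondary 12 hr against primary 12 hr (from 6), 21 higher at secondary 48 hr against primary 48 hr (from 32), 10 lower at secondary 48 hr against primary 48 hr (from 17), 2 lower at secondary 72 hr against primary 72 hr (from 0), 12 higher at secondary 96 hr against primary 96 hr (from 36), 5 lower at secondary 96 hr against primary 96 hr (from 9), 5 lower in primary infestation (from 17), 23 called in primary infestation (from 37), 21 called the same way in both infestations (from 34). The mice share only a number: same-numbered mice of different groups deviated together in 46 of 100 pairs on the Th17, 39 of 108 on the SigT and 37 of 108 on the ECM array at a correlation over 0.1, with medians of 0.0397, -0.0319 and -0.0440.

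Leaving out 1 mouse in turn, the lowest and highest counts were 0 and 16 higher at primary 12 hr, 12 and 17 higher at primary 48 hr, 3 and 9 lower at primary 48 hr, 1 and 20 higher at primary 72 hr, 0 and 10 lower at primary 72 hr, 6 and 12 higher at primary 96 hr, 0 and 2 lower at primary 96 hr, 6 and 14 lower at secondary 12 hr, 0 and 10 lower at secondary 72 hr, 16 and 52 lower at secondary 96 hr, 0 and 1 called at primary 72 hr against primary 48 hr, 1 and 4 called at primary 96 hr against primary 72 hr, 0 and 0 called at secondary 48 hr against secondary 12 hr, 0 and 3 called at primary 72 hr against primary 12 hr, 1 and 3 called at primary 96 hr against primary 12 hr, 2 and 9 called at primary 96 hr against primary 48 hr, 0 and 24 called at secondary 96 hr against secondary 12 hr, 0 and 2 called at secondary 96 hr against secondary 48 hr, 0 and 3 higher at secondary 12 hr against primary 12 hr, 0 and 1 lower at secondary 12 hr against primary 12 hr, 5 and 34 higher at secondary 48 hr against primary 48 hr, 1 and 18 lower at secondary 48 hr against primary 48 hr, 0 and 24 higher at secondary 72 hr against primary 72 hr, 0 and 1 lower at secondary 72 hr against primary 72 hr, 14 and 34 higher at secondary 96 hr against primary 96 hr, 0 and 23 lower at secondary 96 hr against primary 96 hr, 13 and 22 higher in primary infestation, 5 and 13 lower in primary infestation, 18 and 35 called in primary infestation, 16 and 33 called the same way in both infestations. In comparisons between infested groups the number was left out of both. For counts over a whole infestation or over both, an infested replicate number was left out at every time point at once. On the Th17 array at primary 96 hr, leaving out replicate 1 or 3 leaves 1 mouse. A mouse left out also leaves fewer mice.

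The normalizer shifts all wells: at secondary 96 hr the median log2 fold change was 0.13 with the pair, -0.18 with all 5 housekeeping wells and 0.45 with H03 alone. Calls that needed a gene on every array, and tests of gene groups against all genes on the arrays, were not run, since most wells have no gene name. Removing each Ct over 34 leaves some wells without a value, which then have none to compare.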

Differences from the paper's values

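The paper gives a largest fall of 24-fold, at 12 hr of the secondary infestation, as the paper's value. Over all wells, the largest called fall at that time point here was 3.90-fold, and none of the alternatives, set before the data were examined or added later, came within 1.5 times of the paper's value; the nearest was 13.8-fold without control replicate 1. A value of 24.3-fold lower is in the authors' deposited table for 1 ECM well at that time point, which was not called here. The wells here are not paired with Lep, the gene the paper names. The alphabetical order of the named ECM wells argues against the ECM well being Lep, so its missing Ct does not bear on Lep.

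Figure 1 shows about 7 upregulated and about 5 downregulated genes at 96 hr of the primary infestation, read by eye, where 11 wells were called higher and 3 lower here. For the higher ones, the settings planned before the data were examined that came within 1.5 times were the mean of all 5 housekeeping wells (10), the fit without tick-free replicate 2 (7), the fit without tick-free replicate 3 (6), the fit without infested replicate 3 (9), the last with 1 infested mouse on the Th17 array, and the others did not. Of those chosen after seeing the values, the copied column replaced by rebuilt values (9) did, and it drops 1 of the 8 genes of Additional file 4 past the paper's thresholds at this time point, Gata3. For the lower ones, the mean of all 5 housekeeping wells (7), an adjusted p of 0.05 or less (7) did, and the other settings planned before the data were examined did not.

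The paper states that no change was significant between time points within an infestation. Here 1 well was called between primary 72 and 96 hr and 1 between secondary 12 and 48 hr. The primary one was not called with each Ct over 34 removed, and the secondary one was not called with H02 alone, without the detection rule, in 1 fit over all 9 groups, where another well was, with the 3 arrays fitted together, with the replicate number as a block, or with any replicate number left out. The other settings did not close the gap, and the mean of all 5 housekeeping wells widened it to 14 wells between secondary 12 and 48 hr. All 6 pairs of time points were an alternative set before the data were examined. The paper's methods list successive pairs as examples, so its statement may not cover the others. Among these others, 9 wells were called between secondary 12 and 96 hr, Mmp13 among them. Between primary 96 hr and primary 12 and 48 hr, 1 and 2 ECM wells were called, across the 2 sets of plates. The 9 became 0, 24 and 0 without replicates 1, 2 and 3 of both groups, and their splits were not run. The paper states that genes modulated in primary infestation were also modulated in secondary infestation; 34 of 37 wells were called the same way, and 3 wells without a gene name were not. It lists IL-10, CLEC7a, CCL2, CCL7 and ITGB2 among genes upregulated consistently during primary infestation. Each of them was called at 48 hr here, Il10 and Clec7a also at 72 hr, and Ccl2 and Ccl7 also at 96 hr, while Il6, Il1b, Cxcl5 and Mmp13 were called at all 3 of these time points. At 96 hr the array values of Additional file 4 also miss the paper's thresholds for Il10, Clec7a and Itgb2. The LIMMA adjusted p there are 0.0274 for Il10 and 0.039 for Clec7a, and Itgb2 is 2.89-fold higher. Additional file 4 has Gata3 past the paper's thresholds at 96 hr of the primary infestation, where it was not called here (adjusted p = 0.0316). It was called with the mean of all 5 housekeeping wells, in 1 fit over all 9 groups and at an adjusted p of 0.05. The other 7 of the 8 genes of that file past the paper's thresholds at this time point were called.

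The wells were named through fold changes, so 72 of the fold changes of Additional file 4 equal those here up to rounding, by construction. On the Th17 array at 96 hr of the primary infestation, with 2 mice here, 12 values lie within 1.54 times, the farthest being Cxcl5, 105-fold here and 68.5-fold in that file. For Ifng and Il3 only bounds are given here.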

Other observations

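The tests on the primary 12 hr mice, of secondary against primary 12 hr mice, on 1 mouse alone at secondary 72 hr, on the copied column and on the missing Ct values were chosen only after the result was seen.

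Regrouping the 12 mice of an infestation with the 3 tick-free mice gave as many calls in 1 of 100 regroupings for the primary infestation (37 wells; the largest other had 26) and in 1 of 100 for the secondary (112; the largest other had 67), the real grouping in both, which argues against chance for these unions. For single comparisons the 10 splits alone are too few to exclude it: those with calls were reached in 1 of 10 splits, and those with 0 calls in 10 of 10. In the secondary groups the lowest adjusted p against tick-free mice lay between 3.38e-07 and 7.48e-06, and between 67.1% and 75.7% of tested wells did not overlap, where chance gives 10%; wells of the same mice are not independent. In simulated groups of noise alone, the shared tick-free mice reached a correlation of 0.873 between the fold changes of the infestations. Since r does not depend on the size of the changes, the observed r of 0.839 cannot decide between a shared response and the shared mice. The simulated primary groups called at most 2 wells, so the simulations do not test the 34 wells called the same way in both. In the 37 wells called in primary infestation, however, the secondary mice differed from the primary 12 hr mice, neither of which entered the choice of these wells, by a median of 1.48 on the log2 scale in the direction of the call (quartiles 0.70 and 3.39; 1.36 without the ECM array). This argues against the tick-free mice as the whole cause of the shared changes of these wells as a set, and 4 of them did not go that way. A response common to both infestations stays open as a hypothesis.

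At primary 12 hr no well was called. Without replicate 1, 16 wells were, and without either other mouse none. With any tick-free mouse left out the count stayed at 0, which argues against variable tick-free mice. On the Th17 array replicate 1 lay 0.80 from the group mean (root mean square over wells, log2), against 0.37 and 0.55. On the SigT array it lay 0.76 against 0.38 and 0.62, and on the ECM array 0.82 against 0.39 and 0.52. A hypothesis is that 1 mouse with a slower or weaker response may hide early changes at this time point. Whether this is the animal, the biopsy or the attachment of ticks was not tested. In the housekeeping wells, deviations of the same mouse number correlated across arrays, with a median Pearson r of 0.818 over 9 correlations of 3 wells and 3 pairs of arrays (26 or 27 mice each, lowest 0.706, permutation within groups, adjusted p of at most 0.0124; 0.569 or more without the 2 farthest mice), and Spearman's rho passed in all 9. This is consistent with a mouse number standing for the same RNA on each array.

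At secondary 72 hr 4 wells were called lower, against 43 at 48 hr. The wells called lower at 48 hr had a median log2 fold change of -1.52 at 72 hr, close to the -1.55 at 48 hr, but their median SD among mice was 0.80 against 0.24. The low count is consistent with a wider spread and not with a loss of the change. No infested mouse alone accounts for it: 10 wells were called lower without replicate 1, 9 without replicate 2 and 0 without replicate 3. What widened the spread was not tested.

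The Th17 column of primary 96 hr replicate 2 is identical to tick-free replicate 1. Only 2 of 84 deposited fold changes for that group follow from it. The values they need instead lay 0.708 and 0.941 cycles (root mean square) from the other primary 96 hr mice and 1.23 or more from the tick-free mice. They lay as near to the primary 72 hr mice, 0.818 to 0.888, so they do not show which infested group they came from. A candidate explanation is that the column was copied when the table was put together, after the fold changes were made.

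Missing Ct values set some of the lowest deposited fold changes. On the Th17 array at secondary 96 hr, 1 well is 12.5-fold lower in the authors' deposited table, with 1 mouse without a Ct, while the other 2 had a ratio of 0.738 and 1 of them lay within the tick-free range, which is consistent with the missing value making the fall. For the lowest ECM value the other 2 mice had a ratio of 0.519, both below the tick-free range, so a smaller fall may remain and the missing value does not settle it. A wider range of ratios had first been taken as near 1, under which the ECM value too would have been put down to the missing Ct. The rule on the tick-free range replaced it after these values were seen. In well E08 of the SigT array all 3 mice had a Ct and were lower, between -5.68 and -3.80 on the log2 scale.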
